# *PERPETUAL FLOWERING2* coordinates the vernalization response and perennial flowering in *Arabis alpina*

**DOI:** 10.1093/jxb/ery423

**Published:** 2018-11-27

**Authors:** Ana Lazaro, Yanhao Zhou, Miriam Giesguth, Kashif Nawaz, Sara Bergonzi, Ales Pecinka, George Coupland, Maria C Albani

**Keywords:** *APETALA2*, *AP2*, *FLOWERING LOCUS C*, *FLC*, juvenility, *PEP1*, *PEP2*, perennial, *PERPETUAL FLOWERING 1*, vernalization

## Abstract

The floral repressor APETALA2 (AP2) in Arabidopsis regulates flowering through the age pathway. The *AP2* ortholog in the alpine perennial *Arabis alpina*, *PERPETUAL FLOWERING 2* (*PEP2*), was previously reported to control flowering through the vernalization pathway via enhancing the expression of another floral repressor *PERPETUAL FLOWERING 1* (*PEP1*), the ortholog of Arabidopsis *FLOWERING LOCUS C* (*FLC*). However, *PEP2* also regulates flowering independently of *PEP1.* To characterize the function of *PEP2*, we analyzed the transcriptomes of *pep2* and *pep1* mutants. The majority of differentially expressed genes were detected between *pep2* and the wild type or between *pep2* and *pep1*, highlighting the importance of the *PEP2* role that is independent of *PEP1*. Here, we demonstrate that *PEP2* activity prevents the up-regulation of the *A. alpina* floral meristem identity genes *FRUITFUL* (*AaFUL*), *LEAFY* (*AaLFY*), and *APETALA1* (*AaAP1*), ensuring floral commitment during vernalization. Young *pep2* seedlings respond to vernalization, suggesting that PEP2 regulates the age-dependent response to vernalization independently of PEP1. The major role of *PEP2* through the *PEP1*-dependent pathway takes place after vernalization, when it facilitates *PEP1* activation both in the main shoot apex and in axillary branches. These multiple roles of *PEP2* in the vernalization response contribute to the *A. alpina* life cycle.

## Introduction

Plant adaptation to the environment requires the modification of developmental traits, among which flowering time is key to ensure successful production of offspring. Alpine habitats in which juvenile survival is very low are mainly dominated by perennial species (Billings and Mooney, 1968). In general, the perennial growth habit relies on the differential behavior of meristems on the same plant so that some will stay vegetative whereas others will initiate flowering (Amasino, 2009; Lazaro *et al.*, 2018). The main environmental cue that promotes flowering in alpine species is the exposure to prolonged cold, a process called vernalization. Alpine environments are characterized by short growing seasons and long periods of snow coverage. Thus, to ensure reproductive success, alpine plants initiate flower buds in response to prolonged cold several months or years before anthesis (Diggle, 1997; Meloche and Diggle, 2001). However, exposure to long periods of cold does not always result in flowering. This is especially true for perennial species, as most of them have a prolonged juvenile phase and are not competent to flower at a young age (Bergonzi and Albani, 2011).

The molecular mechanisms regulating flowering in response to vernalization or to the age of the plant have been mainly studied in the annual model plant *Arabidopsis thaliana*. The MADS box transcription factor FLOWERING LOCUS C (FLC) is the major regulator of flowering in response to vernalization (Michaels and Amasino, 1999; Sheldon *et al.*, 2000). FLC transcriptionally regulates floral integrator genes, such as *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS1* (*SOC1*), and genes involved in the age pathway, suggesting an interplay between these two pathways (Deng *et al.*, 2011; Mateos *et al.*, 2017). Comparative studies between Arabidopsis and the alpine perennial *Arabis alpina* demonstrated that the *FLC* ortholog in *A. alpina*, *PERPETUAL FLOWERING1* (*PEP1*), also controls flowering in response to vernalization. In addition, *PEP1* contributes to the perennial growth habit by repressing flowering in a subset of axillary meristems after vernalization (Wang *et al.*, 2009; Lazaro *et al.*, 2018). Flower buds in *A. alpina* are formed during prolonged exposure to vernalizing conditions. The length of vernalization determines *PEP1* reactivation in the inflorescence. After insufficient vernalization, *PEP1* mRNA is reactivated and results in the appearance of floral reversion phenotypes such as bracts and vegetative inflorescence branches (Lazaro *et al.*, 2018). In the axillary branches, the duration of vernalization does not influence *PEP1* expression, and *PEP1* transcript is high irrespective of the duration of vernalization (Lazaro *et al.*, 2018). The fate of these axillary branches is determined by a combined action of the age pathway and *PEP1* (Wang *et al.*, 2011; Park *et al.*, 2017).

In Arabidopsis, the age pathway is regulated by two miRNAs and their targets. At a young age high miRNA 156 (miR156) levels prevent flowering. As plants get older miR156 accumulation gradually decreases, whereas miR172 levels follow the opposite pattern and gradually increase during development (Wu *et al.*, 2009). The biological function of miR156 is exerted by its targets that encode members of the SQUAMOSA PROMOTER BINDING PROTEIN-LIKEs (SPLs) transcription factor family (Schwab *et al.*, 2005; Wu and Poethig, 2006; Wu *et al.*, 2009; Xu *et al.*, 2016). From these, SPL9 and SPL15 have been reported to activate the transcription of *miRNA172b*, which in turn represses the expression of a small subfamily of APETALA2-like transcription factors by a translational mechanism (Aukerman and Sakai, 2003; Chen, 2004; Mathieu *et al.*, 2009; Wu *et al.*, 2009; Hyun *et al.*, 2016). This subfamily includes six members: AP2, TARGET OF EARLY ACTIVATION TAGGED1 to 3 (TOE1–TOE3), SCHLAFMUTZE (SMZ), and SCHNARCHZAPFEN (SNZ) (Aukerman and Sakai, 2003; Schmid *et al.*, 2003; Mathieu *et al.*, 2009; Yant *et al.*, 2010). *Arabis alpina* has a very distinct juvenile phase and the accession Pajares needs to grow for at least 5 weeks in long days (LDs) before it is able to flower in response to vernalization (Wang *et al.*, 2011; Bergonzi *et al.*, 2013). The role of miR156 is conserved in *A. alpina* as *miR156b*-overexpressing lines block flowering in response to vernalization, while mimicry lines (MIM156), used to reduce miRNA activity, flower when vernalized at the age of 3 weeks (Bergonzi *et al.*, 2013). However, the complementary temporal accumulation of miR156 and miR172 during development is uncoupled in *A. alpina* (Bergonzi *et al.*, 2013). Similar to *A. thaliana*, the accumulation of miR156 is reduced in the shoot apex of *A. alpina* plants that get older and acquire competence to flower in long days, but miR172 expression is low (Bergonzi *et al.*, 2013). For flowering to occur and to observe an increase in miR172 levels in the shoot apex, vernalization is required (Bergonzi *et al.*, 2013). However, vernalization is only effective in mature (old) plants but not in juvenile (young) plants that still have high levels of miR156 (Bergonzi *et al.*, 2013). The initiation of flowering during cold in mature plants correlates with the gradual increase in expression of the floral organ identity genes *LEAFY* (*AaLFY*), *FRUITFUL* (*AaFUL*), and *APETALA1* (*AaAP1*) (Lazaro *et al.*, 2018). In perennials, such as apple and poplar, the homologs of the floral repressor *TERMINAL FLOWER1* (*TFL1*) regulate the juvenile period. Transgenic *Malus domestica* and *Populus trichocarpa* lines with decreased expression of *TFL1* have a shortened juvenile phase (Kotoda *et al.*, 2006; Mohamed *et al.*, 2010). Similarly, transgenic *A. alpina* plants in which *AaTFL1* expression was reduced can flower even when they are vernalized at a young age (Wang *et al.*, 2011). Interestingly, these lines can flower after exposure to a short (6 weeks instead of 12 weeks) duration of vernalization. These results again suggest an interplay between the age and the vernalization pathways.

In Arabidopsis, *AP2* influences a variety of developmental processes, including flowering time through the age pathway and floral development (Yant *et al.*, 2010). Strong recessive *ap2* mutant alleles, such as *ap2-12*, flower early in both LDs and short days (SDs) (Yant *et al.*, 2010). Similarly, lesions in the *A. alpina* ortholog of *AP2*, *PEP2*, has been reported to have a flowering time phenotype (Bergonzi *et al.*, 2013). *pep2* mutants flower without vernalization and show compromised perennial traits, similar to *pep1-1* mutant plants (Bergonzi *et al.*, 2013). The effect of *PEP2* on flowering was first related to the vernalization pathway as it promotes the expression of *PEP1* (Bergonzi *et al.*, 2013). In 2-week-old *pep2-1* seedlings, *PEP1* transcript levels are reduced compared with wild-type plants (Bergonzi *et al.*, 2013). However, *PEP2* also has a *PEP1*-independent role in the regulation of flowering time in *A. alpina* as flowering is accelerated in the *pep1-1 pep2-1* double mutant compared with the single mutants (Bergonzi *et al.*, 2013).

Here, we show that during vernalization *PEP2* represses the expression of the floral meristem identity genes *AaFUL*, *AaLFY*, and *AaAP1*. Vernalization accelerates flowering in young *pep2-1* plants, indicating that PEP2 regulates the age-dependent response to vernalization. In addition, we report that the *PEP1*-dependent role of *PEP2* takes place after vernalization because *PEP2* is required to activate *PEP1* after the return to warm temperatures. The involvement of *PEP2* in two different aspects of the vernalization response contributes to the perennial life cycle of *A. alpina*.

## Materials and methods

### Plant material, growth conditions, and phenotyping

The *A. alpina* genotypes used in this study were Pajares (wild type), the *pep2-1* mutant, and the *pep1-1* mutant. The accession Pajares was collected in the Cordillera Cantábrica mountains in Spain at 1400 m altitude (42°59'32''N, 5°45'32''W). Both the *pep2-1* and the *pep1-1* mutant were isolated from an EMS (ethyl methanesulfonate) mutagenesis in the Pajares background (Wang *et al.*, 2009; Bergonzi *et al*., 2013; Nordstrom *et al*., 2013). For the phenotypic analysis, plants were grown in LDs (16 h light and 8 h dark) under temperatures ranging from 20 °C during the day to 18 °C during the night. All vernalization treatments were performed at 4 °C in SD conditions (8 h light and 16 h dark).

Flowering time in the young wild-type, *pep2-1*, and *pep1-1* plants was scored as the number of leaves at flowering and as the number of days to the first open flower after vernalization. Plants were grown for 3 weeks in LD cabinets, vernalized for 12 weeks, and moved back to LDs after cold.

The characterization of flowering time and inflorescence traits with different vernalization durations in the *pep2-1* mutant was performed together with the wild type and the *pep1-1* mutant in an experiment previously published (fig. 6 in Lazaro *et al.*, 2018). The same data for control wild-type plants were used in Lazaro *et al.* (2018). Plants were grown for 5 weeks in a LD greenhouse, vernalized for 8, 12, 18, and 21 weeks, and moved back to LD greenhouse conditions on the same day. Flowering time was measured by recording the date on which the first flower opened after vernalization. The number of flowering and vegetative branches and the number of bracts in the inflorescence were measured at the end of flowering, except for plants vernalized for 8 weeks when the measurements took place 14 weeks after vernalization.

The Arabidopsis genotypes used herein were Columbia-0 (Col-0) wild type, *ap2-7*, and Col *FRI* San Feliu-2 (Sf-2) (Lee and Amasino, 1995). The *ap2-7* mutant was crossed to the Col *FRI* Sf-2, and the *FRI ap2-7* plants were isolated from a selfed F_2_ progeny that showed *ap2* homeotic defects and late flowering.

For the flowering time experiments in Arabidopsis, the total leaf number (rosette and cauline leaves) was scored at the time when the first flower opened.

### Construction of plasmids and plant transformation

To obtain the *ap2-7 PEP2*–VENUS transgenic plant, a 7.4 kb *PEP2* genomic region spanning 4 kb upstream of the translational start and 1195 bp downstream of the translational stop was cloned by PCR (NCBI accession number LT669794.1). Subsequently, the VENUS:9Ala coding sequence was inserted either after the ATG or before the STOP codon of *PEP2* by employing the polymerase incomplete primer extension (PIPE) method (Klock *et al.*, 2008). Primers used for PIPE cloning are summarized in Supplementary Table S1 at *JXB* online. The generated recombinant DNA fragments were integrated in the pEarlyGate301 binary vector and transformed into Col through *Agrobacterium*-mediated floral dip (Clough and Bent, 1998). Selected homozygous lines, Col *ProPEP2::VENUS::PEP2* N6-1-3 and Col *ProPEP2::PEP2::VENUS* C2-1-9, were crossed to *ap2-7*.

### Gene expression analysis

Gene expression analysis was performed on the wild-type, *pep1-1*, and *pep2-1.* For *pep2-1* samples, homozygous plants were selected after genotyping from a segregating population using a cleaved amplified polymorphic (CAP) marker (Forward primer, CAGCTGCACGGTATGTTTTTC; Reverse primer, GCTTTGTCATAAGCCCTGTG) and *Nde*I digestion.

For the analysis of the *PEP1* expression pattern, the wild type and *pep2-1* were grown for 6 weeks in LDs and vernalized for 12 weeks. Main shoot apices were harvested before vernalization, during vernalization, and after vernalization (1, 2, 3, and 4 weeks after the plants returned to warm temperatures). Axillary vegetative apices were harvested from plants growing in LDs 2, 3, and 4 weeks after vernalization. An average of 10 apices were pooled in each sample.

The expression of *PEP1*, *AaSOC1*, *AaFUL*, *AaTFL1*, *AaLFY*, and *AaAP1* transcripts in the young and adult wild type, *pep1-1*, and *pep2-1* was detected in seedlings grown for 3 weeks (young) or 6 weeks (adult) in LDs and vernalized for 12 weeks. Main shoot apices were harvested before vernalization and during cold, at 4, 8, and 12 weeks in vernalization. For the analysis of *AaSPL5*, *AaSPL9*, *AaSPL15*, and miR156, the main shoot apex was harvested from 3-, 4-, and 6-week old wild-type and *pep2-1* plants growing in LDs. An average of 14 apices were pooled in each sample. Expression levels were normalized to both *AaPP2A* and *AaRAN3*, except for miR156 which was normalized to SnoR101.

The expression of *FLC* transcript was analyzed in the shoot apex of *FRI* and *FRI ap2-7* plants grown for 10 d before vernalization, during 40 d of vernalization, and 10 d and 20 d after the return to LD glasshouse conditions. Expression levels were normalized to *UBC21*. Total plant RNA was extracted using the RNeasy Plant Mini Kit (Qiagen), and a DNase treatment was performed with the Ambion DNA-free kit (Invitrogen) to reduce any DNA contamination. Total RNA (1.5 µg) was used to synthesize cDNA through reverse transcription with SuperScript II Reverse Transcriptase (Invitrogen) and oligo dT(18) as primer. A 2 µl aliquot of a cDNA dilution (1:5) was used as the template for each quantitative PCR (qPCR). For the analysis of miR156 and the *SPL*s, total RNA was extracted using the miRNeasy^®^ Mini Kit (Qiagen), and a DNase treatment was performed with the Ambion DNA-Free kit (Invitrogen) to reduce DNA contamination. A 200 ng aliquot of RNA was used for reverse transcription of miR156 and SnoR101 using miR156- and SnoR101-specific primers. qPCRs were performed using a CFX96 and CFX384 Real-Time System (Bio-Rad) and the iQ SYBR Green Supermix detection system. Each data point was derived from two or three independent biological replicates and is shown as the mean ±standard deviation.

Primers used for qPCR for *PEP1*, *AaSOC1*, *AaFUL*, *AaTFL1*, *AaLFY*, *AaAP1*, *AaSPL5*, *AaSPL9*, *AaSPL15*, *AaPP2A*, *AaRAN3*, miR156, and SnoR101 were described previously (Wang *et al.*, 2009, 2011; Bergonzi et al., 2013; Mateos *et al.*, 2017; Lazaro *et al.*, 2018). Primers used for qPCR for *FLC* and *UBC21* were also described elsewhere (Czechowski *et al.*, 2005; Crevillen *et al.*, 2013).

### Statistical analysis

Statistical analyses were performed using the R software. To detect significant differences in gene expression, we controlled for a false discovery rate (FDR) of 0.05 when conducting multiple pairwise comparisons by using Benjamini–Hochberg-corrected *P*-values. Treatments with significant differences are depicted with letters or asterisks. For the *pep2-1* physiological analysis, we conducted multiple pairwise Bonferroni tests (α=0.05) to detect significant differences between the wild type and *pep2-1*. Here, a non-parametric test could not be conducted due to ties created during rank assignment.

### RNAseq analysis

For differential gene expression analysis, we used the RNA sequencing (RNAseq) method on apices from the 3-week-old wild type, and the *pep2-1* and *pep1-1* mutants. *pep2-1* homozygous plants were genotyped from a segregating population using the CAP marker described above. RNA was isolated as described above and total RNA integrity was confirmed on the Agilent BioAnalyzer. The library preparation and sequencing were performed at the Max Planck Genome Center Cologne, Germany (https://mpgc.mpipz.mpg.de/home/). RNAseq was performed with three biological replicates per sample. The libraries were prepared from 1 mg of total RNA using the TruSeq RNA kit (Illumina) and 100 bp single-end reads were sequenced on HiSeq2500 (Illumina). Reads from all samples were mapped on the *A. alpina* reference genome (Willing *et al.*, 2015) using TopHat (Trapnell *et al.*, 2009) with default parameters. Afterwards, CuffDiff (Trapnell *et al.*, 2010) was used to estimate the mRNA level of each gene by calculating fragments per kilobase of exon model per million reads mapped (FPKM). To calculate the differential gene expression among the samples, FPKM values were used. A log_2_ fold change (L_2_FC) ≥1 for up-regulated genes and L_2_FC ≤ –1 for down-regulated genes, both with a *q*-value (adjusted *P*-value) ≤0.05, was used for further analysis.

Gene Ontology (GO) enrichment was performed with the BiNGO plug-in (Maere *et al.*, 2005) implemented in Cytoscape V3.5.1 (Cline *et al.*, 2007). A hypergeometric test was applied to determine the enriched genes, and the Benjamini–Hochberg FDR correction (Benjamini and Hochberg, 1995) was performed in order to limit the number of false positives. The FDR was set up to 0.05.

Sequencing data from this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE117977. Sequences of genes studied can be found in the GenBank/EMBL databases under the following accession numbers: *PEP2* (AALP_AA7G245300), cDNA of *PEP1* (FJ755930), coding sequence of *AaLFY* (JF436956), coding sequence of *AaSOC1* (JF436957), *AaAP1* (KFK41337.1), coding sequence of *AaTFL1* (JF436953), and *AaFUL* (KFK27856.1).

## Results

### *PEP2* influences the expression of genes involved in many plant physiological and developmental responses including flowering

To provide an overview of the role of *PEP2* in *A. alpina*, we performed an RNAseq analysis. 

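RNA from dissected shoot apices of wild-type (Pajares), *pep1-1* and *pep2-1* plants at 3 weeks was sequenced. Each genotype has 3 libraries, which the paper gives as biological replicates. Both mutants were isolated after EMS mutagenesis of Pajares, and the *pep2-1* plants were homozygotes picked by a marker from a segregating population. *PEP2* (AALP_AA7G245300), the *A. alpina* ortholog of *AP2*, lies on chromosome 7 of the *A. alpina* reference genome from 26841956 to 26844520. Its level, in CPM (reads scaled by library size and TMM factor), was 67.6, 54.9 and 57.9 in wild-type replicates A, B and C, 61.5, 54.2 and 49.7 in those of *pep1-1*, and 72.2, 80.7 and 84.8 in those of *pep2-1*. The log2 fold change of *PEP2* in *pep2-1* over the wild type was 0.40 (standard error 0.108, adjusted p = 0.118 from edgeR). In *pep2-1* over *pep1-1* it was 0.52 (standard error 0.108, adjusted p = 0.0399 from edgeR), which passes on adjusted p and lies under the log2 fold change of 1 required for a call, and in *pep1-1* over the wild type it was -0.12 (adjusted p = 0.966 from edgeR). Exact two-sided permutation tests of the same libraries gave p = 0.1 for each comparison of *pep2-1*, the smallest that 3 against 3 allow, and p = 0.4 for *pep1-1* and the wild type. With single libraries left out, the adjusted p of *PEP2* from edgeR in *pep2-1* over *pep1-1* reached 0.14. Reads of *PEP2* were present in every *pep2-1* library, so its level is no check of the labels. *PEP1* was not analysed here. Libraries were made with a kit for polyadenylated RNA and read as 100 bp single-end reads, which the authors mapped with TopHat. The deposited table gives raw reads per gene and library for 30690 genes. The labels number the replicates and the table letters them, so each library is known here by its genotype and by the letter of the table, and neither source says that a letter pairs libraries of different genotypes. The wild-type libraries held 13924783, 23829973 and 13795485 reads in genes (replicates A, B and C), those of *pep1-1* 15064230, 13507397 and 12921325, and those of *pep2-1* 16122625, 13090347 and 12871904. The 10 genes with most reads took 3.15% to 3.68% of a library. Reads were rounded to whole numbers, which changed 64 genes. Each of these shares its start and end with another gene. Whether reads were counted by strand is not given in the sources used here, so reads of overlapping genes on opposite strands cannot be told apart. The 21713 genes that passed edgeR's filter (a minimum count of 10 in about 3 libraries and a total of 15) were tested with its quasi-likelihood test, all 9 libraries in 1 model, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction, the thresholds of the paper's methods. Libraries of 1 genotype were not alike. The first principal component of log2 CPM held 44.4% of the variance. It placed the wild-type libraries at -21.1 (A), 25.4 (B) and 21.9 (C) and the *pep1-1* libraries at -0.732, 39.1 and 39.7. The *pep2-1* libraries lay at -50.1, -21.8 and -32.4, and replicate A was lowest in each genotype.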

We compared the transcriptomes of apices of 3-week-old *pep2-1* and *pep1-1* mutants with the wild type (Pajares). Three-week-old wild-type and mutant plants are vegetative and have not undergone the transition to flowering (Wang *et al.*, 2011; Bergonzi *et al.*, 2013; Park *et al.*, 2017; Lazaro *et al.*, 2018). 

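Some genes lost most of their transcript in *pep2-1* apices and were not called in *pep1-1* apices. AALP_AA2G225100, a gene of unknown function on chromosome 2 (26407883 to 26410447), stood at 9.26 ± 0.293 CPM (SD, n = 3) in the wild type, 8.56 ± 0.793 in *pep1-1* and 1.02 ± 0.316 in *pep2-1*. AALP_AA8G288500 on chromosome 8 (23980240 to 23982964), named for its similarity to the cell wall protein SKU5, stood at 11.9 ± 1.63, 11.7 ± 1.12 and 1.73 ± 0.432 CPM in the same order. Between the mutants the log2 fold changes of these genes in *pep2-1* over *pep1-1* were -3.04 (adjusted p = 0.000123 from edgeR) and -2.75 (adjusted p = 0.000199). AALP_AA2G207400, which encodes an ARID DNA-binding protein and lies on chromosome 2 (25129263 to 25133247), was the reverse case, with 20.3 ± 1.55 CPM in the wild type, 3.91 ± 0.431 in *pep1-1* and 18.0 ± 1.46 in *pep2-1*. Its log2 fold change in *pep2-1* over *pep1-1* was 2.20 (adjusted p = 7.06e-05 from edgeR). At an unadjusted p under 0.05, 3320 of the 21713 genes differed between *pep2-1* and the wild type and 1382 between *pep1-1* and the wild type. The 3 libraries of *pep2-1* all lay above or all below those of the wild type for 21.5% of the genes, and those of *pep1-1* for 10.9%, where chance gives 10%.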

Among transcriptomes, the majority of differentially expressed genes were detected in *pep2-1*. 

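Among the genes edgeR called in *pep2-1* compared with the wild type more fell than rose, an order that other tests turned. AALP_AA2G225100 fell by 3.16 on the log2 scale compared with the wild type (adjusted p = 0.000141 from edgeR) and AALP_AA8G288500 by 2.76 (adjusted p = 0.000321). Lower levels were also found for the receptor-like kinase gene AALP_AA7G038100 (*CRK29*, log2 fold change -1.62) and the TIR-NBS-LRR disease resistance gene AALP_AA2G163800 (-1.53, from 13.5 ± 2.09 to 4.69 ± 0.0636 CPM, SD, n = 3). Among them also were the tubby-like gene AALP_AA4G085100 (-1.50), the WD40 repeat gene AALP_AA1G287500 (-1.49), AALP_AA8G311800, described as a stress-inducible protein (-1.48), and AALP_AA3G230200, which encodes an SNF2 domain of the chromatin remodelling type (-1.48). Their adjusted p from edgeR ran from 0.000141 to 0.0153. Of the genes that rose, AALP_AA3G089700, which encodes a MATE efflux protein and is the ortholog of *FRD3* of Arabidopsis (chromosome 3, 4455839 to 4459733), went from 3.18 ± 1.41 to 17.5 ± 3.98 CPM (SD, n = 3). This is a log2 fold change of 2.49 (standard error 0.380, adjusted p = 0.0134 from edgeR). AALP_AA5G054100, a 60S acidic ribosomal protein gene on chromosome 5 (3642087 to 3642731), stood at 97.2 ± 3.01 CPM in the wild type, 143 ± 5.88 in *pep1-1* and 291 ± 7.74 in *pep2-1*. Its log2 fold change in *pep2-1* over the wild type was 1.58 (standard error 0.0674, adjusted p = 1.1e-05 from edgeR), and in *pep2-1* over *pep1-1* 1.02 (adjusted p = 0.000123). A malate transporter gene (AALP_AA2G109500, 1.3) and 2 genes of ABC transporters (AALP_AA5G052500, 1.23, and AALP_AA8G060100, 1.22) also rose, with adjusted p from edgeR of 0.0202, 0.0151 and 0.0394. In all, 38 genes were higher and 143 lower in *pep2-1* than in the wild type, of which 25 and 58 have an Arabidopsis ortholog in the table. The 38 became 98 with DESeq2 and 378 with limma-voom, 145 without wild-type replicate A, 8 without B, 7 without C, 85 without *pep1-1* replicate A and 10, 21 and 13 without *pep2-1* replicates A, B and C. The 143 became 277 with limma-voom, 61 and 67 without wild-type replicates B and C and 87, 81 and 75 without *pep2-1* replicates A, B and C. With the letter as a replicate block the 38 became 191 and the 143 became 208. More genes were higher than lower with limma-voom, with the authors' CuffDiff p-values (250 and 224) and without replicates A of the 3 genotypes (319 and 222, chosen after the data were seen). Of the 8 genes that rose by most under the rule for named genes, AALP_AA5G054100 kept its call with each library left out. Calls were kept for 6, 1 and 1 of the 8 without wild-type replicates A, B and C, 8, 6 and 8 without those of *pep1-1* and 3, 5 and 2 without those of *pep2-1*. Of the 8 that fell only AALP_AA4G085100 lost its call (adjusted p from edgeR of 0.0787 and 0.0692 without wild-type replicates B and C, and of 0.0695, 0.0594 and 0.0665 without *pep2-1* replicates A, B and C).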

A total of 253 genes were up-regulated and 223 genes were down-regulated in *pep2-1* compared with the wild type (Fig. 1A, B; Supplementary Dataset S1). In contrast, only 47 genes were up-regulated and 98 genes were down-regulated in *pep1-1* compared with the wild type (Fig. 1A, B; Supplementary Dataset S2). 

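The largest fall in *pep1-1* among the genes named by fold change was that of AALP_AA6G069600, which encodes a protein of unknown function on chromosome 6 (4663823 to 4665349). It stood at 92.2 ± 5.32 CPM (SD, n = 3) in the wild type and 0.171 ± 0.0548 in *pep1-1*, a log2 fold change of -9.02. The standard error of this fold change was 0.984 (adjusted p = 0.00532 from edgeR). The ARID gene AALP_AA2G207400 fell by 2.37 on the log2 scale (standard error 0.121, adjusted p = 3.18e-05 from edgeR). Lower levels were also found for AALP_AA1G184000, the ortholog of the LOB domain gene *ASL9* (12.95 CPM in the wild type and 6.23 in *pep1-1*), and for the P-loop NTPase gene AALP_AA3G342000 (20.8 and 10.1 CPM). Their log2 fold changes were -1.05 and -1.04 (adjusted p = 0.043 and 0.0341 from edgeR). Beside the floral activators *AaSOC1* and *AaSPL15*, the genes that rose included a transporter gene of the major facilitator family (AALP_AA2G109200, 3.73 ± 0.589 to 8.78 ± 0.696 CPM, log2 fold change 1.25) and the ortholog of *VERDANDI*, a gene of ovule development (AALP_AA8G193800, 6.77 ± 0.454 to 14.1 ± 2.78 CPM, 1.05). In edgeR the adjusted p was 0.0243 for the transporter gene and 0.0459 for the *VERDANDI* ortholog. With only the 6 libraries compared, the calls of AALP_AA8G193800, AALP_AA2G109200, AALP_AA1G184000 and AALP_AA3G342000 were lost (adjusted p from edgeR of 0.0897, 0.054, 0.162 and 0.134), and AALP_AA8G193800 was below the fold threshold in limma-voom (log2 fold change 0.994) and without replicates A of the 3 genotypes (0.916, chosen after the data were seen). Its call was also lost with each of the 9 libraries left out. In all, 18 genes were higher and 17 lower in *pep1-1* than in the wild type, and 8 and 7 of them have an Arabidopsis ortholog. DESeq2 called 32 and 38 genes. The 18 became 9 and 10 without wild-type replicates B and C and 11 and 10 without *pep1-1* replicates B and C. The 17 became 11, 9 and 9 without wild-type replicates A, B and C and 6 and 5 without *pep1-1* replicates B and C. With the letter as a replicate block the 17 became 30. Of the 6 genes named by fold change that rose, *AaSOC1* kept its call with each library left out, and 3, 1 and 2 were kept without wild-type replicates A, B and C, 2 without any 1 of *pep1-1*, and 5, 3 and 3 without *pep2-1* replicates A, B and C. Of the 5 that fell, AALP_AA2G207400 kept its call throughout. Calls were kept for 4, 2 and 3 of the 5 without wild-type replicates A, B and C, 5, 1 and 1 without those of *pep1-1* and 3 without any 1 of *pep2-1*. AALP_AA6G069600 lost its call without *pep1-1* replicate B (adjusted p = 0.0544 from edgeR), without C (0.0537), in limma-voom (0.573) and with the authors' CuffDiff p-values (0.133).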

The genes differentially expressed between *pep1-1* and the wild type are influenced by *PEP1*, whereas those differentially expressed between *pep2-1* and the wild type are affected by *PEP2* through both the *PEP1*-dependent and *PEP1*-independent pathway. 

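Genes called in both mutants were few. *AaSOC1*, AALP_AA7G205800, related to acyl-CoA reductases, the homeodomain-like gene AALP_AA8G380200 and the undescribed genes AALP_AA5G229000 and AALP_AA8G189200 rose in both. AALP_AA8G189200 (chromosome 8, 12893349 to 12894593) stood at 12.9 CPM in the wild type, 31.5 in *pep1-1* and 29.8 in *pep2-1*. Over the wild type its log2 fold changes were 1.20 in *pep2-1* and 1.29 in *pep1-1* (adjusted p = 0.00139 and 0.0019 from edgeR). AALP_AA7G205800 rose by 1.15 and 1.25 and AALP_AA8G380200 by 1.12 and 1.1, at adjusted p from edgeR of 0.0188 and 0.0393, and 0.00942 and 0.0264. The 5 genes lower in both were AALP_AA1G152500, AALP_AA3G284000, AALP_AA3G364500, AALP_AA5G185200 and AALP_AA8G428400, and AALP_AA3G284000 fell from 5.26 CPM to 0.662 in *pep1-1* and 0.722 in *pep2-1*. AALP_AA6G067000, undescribed, on chromosome 6 (4451778 to 4453731), went opposite ways, with 3.47 ± 1.07 CPM (SD, n = 3) in the wild type, 91.5 ± 17.5 in *pep1-1* and 1.19 ± 0.120 in *pep2-1*. AALP_AA8G380200 lost its call in *pep1-1* with only the 6 libraries compared (adjusted p = 0.107 from edgeR). The undescribed genes and those lower in both were chosen after their values were seen. The remaining calls, 33 higher and 138 lower in *pep2-1* and 13 higher and 12 lower in *pep1-1*, were made in 1 mutant alone, counting AALP_AA6G067000 for each. Independent lists of these sizes would share 0.0315 higher and 0.112 lower genes, against 5 and 5 (one-sided Fisher's exact test, p = 1.05e-10 and 6.71e-08). In 20 simulations of unchanged groups against the same wild-type libraries, at most 2 genes were shared (mean 0.15), but no comparison called more than 3, so this gives no reference for longer lists. The 3 wild-type libraries are too few to be split, so part of the excess may come from their use in both comparisons. The 5 higher genes became 3 without wild-type replicates B or C, *pep1-1* replicates B or C or *pep2-1* replicates B or C and 8 with DESeq2 or limma-voom. The 5 lower became 2 without wild-type or *pep1-1* replicates B or C, 3 without replicate A of any genotype, and 9 and 8 with DESeq2 and limma-voom.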

To identify genes influenced by *PEP2* through the *PEP1*-independent pathway, we compared the transcriptomes of *pep2-1* versus *pep1-1* (Fig. 1C, D; Supplementary Dataset S3). 

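Of the 8 genes named by fold change that were higher in *pep2-1* than in *pep1-1*, AALP_AA6G069600 changed most, by a log2 fold change of 7.83 (standard error 1.02, adjusted p = 0.00558 from edgeR), with 40.4 ± 34.6 CPM in *pep2-1*, where its libraries differed widely. The peroxidase gene AALP_AA4G162800 stood at 0.951 ± 0.886 CPM (SD, n = 3) in *pep1-1* and 11.0 ± 6.74 in *pep2-1*, and AALP_AA2G131700, a nodulin MtN21 type transporter gene, at 6.77 ± 6.68 and 72.5 ± 31.0 CPM. These are log2 fold changes of 3.49 and 3.40 (adjusted p = 0.0371 and 0.0259 from edgeR). The *FRD3* ortholog AALP_AA3G089700 was higher by 2.90 and *HMT3* (AALP_AA3G259900), which makes methionine, by 2.89. The gene *PEPC3* (AALP_AA3G167700), a phosphoenolpyruvate carboxylase, was higher by 2.73, AALP_AA1G001100, also of the MtN21 type, by 2.57, and *PMSR2* (AALP_AA8G070300), a methionine sulfoxide reductase, by 2.37. The adjusted p of these 5 genes from edgeR lay between 0.00753 and 0.041. AALP_AA1G001100 and AALP_AA3G259900 lost their calls with only the 6 libraries compared (adjusted p = 0.0541 and 0.0572 from edgeR), and AALP_AA4G162800 lost its call in limma-voom (adjusted p = 0.0604). Among the genes that fell, the *VERDANDI* ortholog AALP_AA8G193800 stood at 4.69 ± 0.761 CPM in *pep2-1*, a log2 fold change of -1.59 (adjusted p = 0.00224 from edgeR). AALP_AA8G311800 (-1.66), *CRK29* ortholog AALP_AA7G038100 (-1.61), the TIR-NBS-LRR gene AALP_AA2G163800 (-1.6), *PAB7* (AALP_AA4G137400, a poly(A) binding protein gene, -1.45) and AALP_AA5G259900, a putative endonuclease or glycosyl hydrolase (-1.38), were lower as well. Their adjusted p from edgeR ran from 0.000199 to 0.0226. In all, 149 genes were higher and 141 lower, of which 105 and 60 have an Arabidopsis ortholog. The 149 became 304 with DESeq2 and 367 with limma-voom, 236 and 75 without wild-type replicates A and C, 379, 21 and 36 without *pep1-1* replicates A, B and C and 39, 42 and 36 without those of *pep2-1*. The 141 became 70 and 79 without *pep1-1* replicates B and C and 78, 74 and 84 without *pep2-1* replicates A, B and C. With the letter as a replicate block the 149 became 427 and the 141 became 236. Of the 8 genes named by fold change that were higher, AALP_AA6G069600 (not called by limma-voom, adjusted p = 0.262) and AALP_AA3G089700 kept their calls with each library left out in edgeR. Calls were kept for 7 and 5 of the 8 without wild-type replicates B and C, 2 without *pep1-1* replicate B or C and 2, 3 and 2 without *pep2-1* replicates A, B and C. Of the 8 that were lower only *PAB7* lost its call (adjusted p = 0.0762 and 0.0582 from edgeR without *pep1-1* replicates B and C, 0.0776 and 0.0883 without *pep2-1* replicates B and C).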

A total of 504 genes were significantly up-regulated and 251 genes were significantly down-regulated in *pep2-1* compared with *pep1-1* (Fig. 1C, D). Interestingly, the number of differentially expressed genes detected between *pep2-1* and *pep1-1* was higher than those detected when single mutants were compared with the wild type. 

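Some genes called between the mutants were also called in *pep1-1* compared with the wild type, in the opposite direction. Of the 35 genes called in *pep1-1* compared with the wild type, 16 were called in the opposite direction in *pep2-1* compared with *pep1-1*, where independent lists would give 0.467. Both comparisons use the *pep1-1* libraries, which can give such opposite calls by itself. One is AALP_AA1G184000, the *ASL9* ortholog, at 13.4 CPM in *pep2-1*, with a log2 fold change of 1.1 over *pep1-1* (adjusted p = 0.0118 from edgeR). Genes that differed from both other genotypes in *pep2-1* included the malate transporter gene AALP_AA2G109500, with a log2 fold change of 1.44 over *pep1-1* (adjusted p = 0.0138 from edgeR), and the ABC transporter gene AALP_AA5G052500 (1.28, adjusted p = 0.0123). In all, 290 genes were called between the mutants, 181 in *pep2-1* compared with the wild type and 35 in *pep1-1* compared with the wild type. The order of the first 2 counts turned without *pep1-1* replicate B (91 and 159), without *pep1-1* replicate C (115 and 166) and in limma-voom (568 and 655). The 290 became 186 without wild-type replicate C, 554 without *pep1-1* replicate A and 117, 116 and 120 without *pep2-1* replicates A, B and C. The 181 became 310, 69 and 74 without wild-type replicates A, B and C and 97, 102 and 88 without *pep2-1* replicates A, B and C, and the 35 became 18 and 19 without wild-type replicates B and C and 17 and 15 without *pep1-1* replicates B and C. With the letter as a replicate block the 290, 181 and 35 became 663, 399 and 57.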

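Genes of aliphatic glucosinolate synthesis had higher mean levels in *pep2-1* than in the other genotypes, and edgeR called 1 of them, between the mutants. *CYP79F1*, a cytochrome P450 that acts on chain-elongated methionine, stood at 31.7 ± 20.6 CPM (SD, n = 3) in the wild type, 23.8 ± 31.8 in *pep1-1* and 142 ± 12.7 in *pep2-1*. *BCAT4*, the aminotransferase of the first step of chain elongation, stood at 43.1 ± 15.7, 30.3 ± 41.0 and 154 ± 43.8 CPM, and *CYP83A1*, which acts after *CYP79F1*, at 117 ± 53.5, 91.7 ± 84.6 and 362 ± 25.3 CPM. Of 24 genes of aliphatic and core glucosinolate synthesis tested, 23 had a positive log2 fold change in *pep2-1* over the wild type (median 1.13) and 24 in *pep2-1* over *pep1-1* (median 1.29), while 23 had a negative one in *pep1-1* over the wild type (median -0.16). Compared with the wild type, edgeR called 0 of the 24 in *pep2-1*, with 21 at an unadjusted p under 0.05, 14 when adjusted over the list alone, 1 called by DESeq2, 15 by limma-voom and 8 by edgeR with only the 6 libraries compared. Between the mutants it called *IIL1* (AALP_AA4G094900), the large subunit of isopropylmalate isomerase, at 420 ± 147 CPM in *pep1-1* and 986 ± 147 in *pep2-1*, and 16 were higher when adjusted over the list alone, 7 with DESeq2 and 19 with limma-voom. The log2 fold change of *IIL1* in *pep2-1* over *pep1-1* was 1.23 (standard error 0.254, adjusted p = 0.0391 from edgeR). In *pep1-1* compared with the wild type edgeR called 0, with 0 at an unadjusted p under 0.05, 0 when adjusted over the list alone and 0 by either other tool. The set test camera of limma, with a preset correlation of 0.01, gave adjusted p = 1.58e-12 for *pep2-1* over the wild type, 1.14e-16 for *pep2-1* over *pep1-1* and 0.000743 for *pep1-1* over the wild type. None of these held with an estimated correlation (adjusted p = 0.525, 0.358 and 0.854 with an estimated correlation). The list was chosen because the study names this category from these libraries, so it is not independent evidence of the direction. The libraries of 1 genotype differed in these genes. In replicate A the mean log2 CPM of the list lay above the mean of replicates B and C by 0.87 in the wild type and by 1.72 in *pep1-1*, with 24 of 24 genes higher in both, and by -0.06 in *pep2-1* (11 of 24 higher). Of 10 genes of vascular tissue tested beside them, 10 had a positive log2 fold change in *pep2-1* over the wild type (median 0.42) and 10 over *pep1-1* (median 0.55), with adjusted p = 0.00125 and 0.00013 in camera (adjusted p = 0.525 and 0.358 with an estimated correlation). In replicate A their mean log2 CPM lay above that of replicates B and C by 0.28 in the wild type, 0.60 in *pep1-1* and -0.09 in *pep2-1*. Without replicates A of the 3 genotypes, a setting chosen after the data were seen, edgeR called 17 of the 24 glucosinolate genes in *pep2-1* over the wild type and 19 in *pep2-1* over *pep1-1*. Leaving out *pep1-1* replicate A alone gave 10 and 20 and wild-type replicate A alone 1 and 4. Leaving out any 1 of the other 7 libraries gave 0 and 0, and the adjusted p of *IIL1* from edgeR was then 0.0533 and 0.0556 without wild-type replicates B and C, 0.142 without *pep1-1* replicate B or C and 0.114, 0.0855 and 0.091 without *pep2-1* replicates A, B and C. Of 7 genes of indolic glucosinolate synthesis, edgeR called 0 in the 3 comparisons. They had median log2 fold changes of 0.17 in *pep2-1* over the wild type (1 at an unadjusted p under 0.05, 0 by DESeq2, 2 by limma-voom), -0.10 in *pep1-1* over the wild type (0, 0 and 0) and 0.45 in *pep2-1* over *pep1-1* (1, 1 and 2, and 1 when adjusted over the list alone). In replicate A their mean log2 CPM lay above that of the others by 0.50 in the wild type, 0.37 in *pep1-1* and 0.00 in *pep2-1*. Of 9 genes of glucosinolate breakdown and transport, edgeR, DESeq2 and limma-voom called 0. Their medians were 0.25, -0.08 and 0.09 in the same order (3, 1 and 4 at an unadjusted p under 0.05). In the last comparison 1 was lower when adjusted over the list alone. Of 12 such genes, tested here or not, the authors' CuffDiff test called 1 lower in each comparison of *pep2-1*.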

GO analysis demonstrated that the most enriched category for the up-regulated genes in *pep2-1* compared with the wild type and in *pep2-1* compared with *pep1-1* was the biosynthesis of glucosinolates, which are involved in defense against herbivore attack and pathogens (Supplementary Fig. S1) (Keith and Mitchell-Olds, 2017). 

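Genes that respond to sulfur deficiency had mostly higher mean levels in *pep2-1* as well, and edgeR called 0 of them. *SDI1* stood at 4.00 ± 2.46 CPM (SD, n = 3) in the wild type, 2.45 ± 1.89 in *pep1-1* and 19.4 ± 17.7 in *pep2-1*, and *APR1*, a reductase of sulfate assimilation, at 51.8 ± 33.5, 33.2 ± 30.9 and 155 ± 50.02 CPM. Of 12 such genes, 11 had a positive log2 fold change in *pep2-1* over the wild type (median 1.11) and 11 in *pep2-1* over *pep1-1* (median 1.83), and 1 in *pep1-1* over the wild type (median -0.64). *BGLU28*, named after its values were seen, had negative ones in *pep2-1*, -2.14 and -2.07. The 0 calls of edgeR held in each comparison, with 5, 10 and 0 at an unadjusted p under 0.05, 1, 4 and 0 called by DESeq2 and 5, 3 and 0 by limma-voom, in the same order, and 9 higher and 1 lower between the mutants when adjusted over the list alone (0 for the other comparisons). Of 13 such genes, tested here or not, the authors' CuffDiff test called 7 higher in *pep2-1* over the wild type and 9 over *pep1-1*. It called 2 lower in *pep1-1* over the wild type. In camera the list had adjusted p = 0.00131, 0.00013 and 0.192 in *pep2-1* over the wild type, *pep2-1* over *pep1-1* and *pep1-1* over the wild type, and the first 2 did not hold with an estimated correlation (adjusted p = 0.525, 0.358 and 0.854 with an estimated correlation). With the letter as a replicate block, a test added after the data were seen, camera gave adjusted p = 4.97e-05 for the fall in *pep1-1* over the wild type (adjusted p = 0.552 with an estimated correlation). *LSU2* and *SULTR2;1*, named after their values were seen, then passed as lower when adjusted over the list alone. In replicate A the list's mean log2 CPM lay above that of replicates B and C by 1.05 in the wild type, 0.77 in *pep1-1* and 1.36 in *pep2-1*. Of 4 MYB regulators of glucosinolate genes, *MYB29* (AALP_AA8G072600), an activator of the aliphatic branch, was called between the mutants, from 12.0 ± 10.6 to 55.9 ± 10.1 CPM. Its log2 fold change was 2.21 (standard error 0.463, adjusted p = 0.0404 from edgeR), and the call was lost with only the 6 libraries compared (0.0764), without wild-type replicates B (0.0635) and C (0.0655), *pep1-1* replicates B (0.148) and C (0.102) and *pep2-1* replicates A (0.0837), B (0.0991) and C (0.118). The list's medians were 0.75 in *pep2-1* over the wild type (0 called by edgeR, 3 at an unadjusted p under 0.05, 1 when adjusted over the list alone, 0 by DESeq2, 1 by limma-voom), -0.17 in *pep1-1* over the wild type (0 in each) and 0.84 between the mutants (1 when adjusted over the list alone, 1 by DESeq2 and 2 by limma-voom). Replicate A lay above replicates B and C in the mean of these regulators by 0.54 in the wild type and 0.81 in *pep1-1*, and by -0.03 in *pep2-1*. Photosynthesis genes, which mark green leaf tissue, had medians of 0.22 in *pep2-1* over the wild type and -0.04 over *pep1-1* (18 genes, 0 called by edgeR, 0 and 1 at an unadjusted p under 0.05, 0 by DESeq2 or limma-voom). In *pep1-1* over the wild type their median was 0.19 (0 called by edgeR, 3 at an unadjusted p under 0.05, 1 when adjusted over the list alone, 1 by DESeq2, 0 by limma-voom), with adjusted p = 0.000743 in camera (adjusted p = 0.854 with an estimated correlation). Their mean in replicate A lay above that of replicates B and C by 0.64 in the wild type, 0.08 in *pep1-1* and 0.61 in *pep2-1*. Of the 38 genes higher in *pep2-1* than in the wild type, 19 were also higher than in *pep1-1*, among them AALP_AA3G089700, AALP_AA5G054100, AALP_AA2G109500, AALP_AA5G052500 and the carpel gene *CRC*. Independent lists would share 0.261 genes (one-sided Fisher's exact test, p = 7.53e-32), and 20 simulations of unchanged groups against the same *pep2-1* libraries gave at most 0, with no more than 3 genes called in any comparison, too few to be a reference. The *pep2-1* libraries are too few to be split, so part of the excess may come from their use in both comparisons. The 19 became 59 with DESeq2 and 212 with limma-voom, 75, 3 and 2 without wild-type replicates A, B and C, 69, 5 and 11 without those of *pep1-1* and 3, 10 and 4 without those of *pep2-1*.

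**Figure D1:**
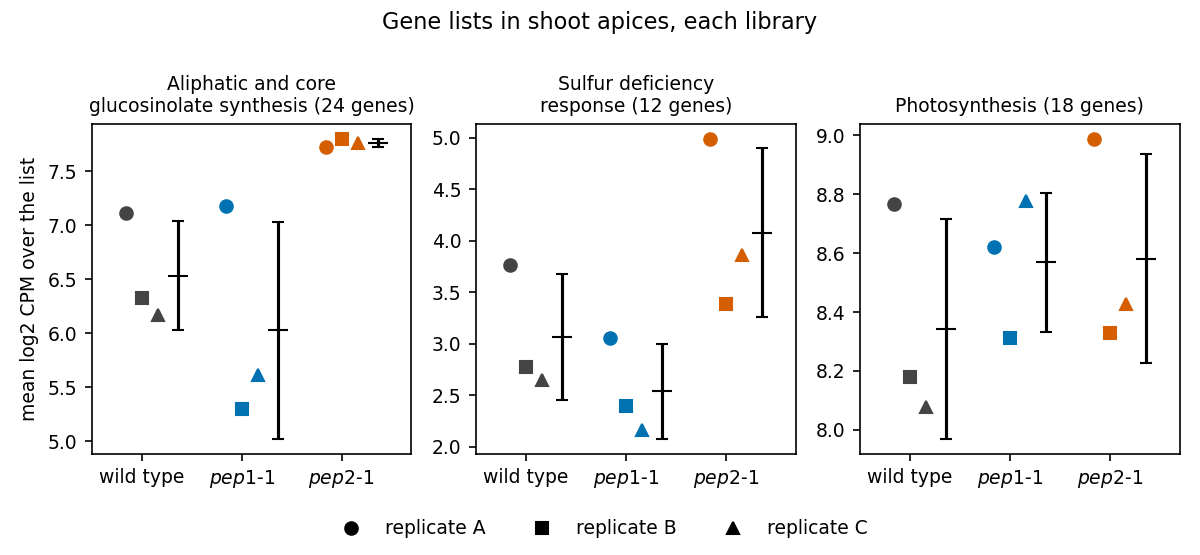
Mean log2 CPM per library over 24 genes of aliphatic and core glucosinolate synthesis, 12 genes of the sulfur deficiency response and 18 photosynthesis genes (vertical axes, which do not start at 0), in wild-type, *pep1-1* and *pep2-1* apices (3 libraries each). Circles, squares and triangles are replicates A, B and C, and the bar beside them is the mean and SD. For glucosinolate synthesis, replicate A of the wild type lies above its replicates B and C by 0.87 and that of *pep1-1* by 1.72.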

The overlap in over-represented GO categories in the set of genes up-regulated in *pep2-1* in comparison with either the wild type or the *pep1-1* mutant was very high, which is to be expected as more genes were up-regulated in *pep2-1* compared with the wild type than in *pep1-1* compared with the wild type (Fig. 1A; Supplementary Fig. S1A, B). Among the commonly enriched categories for down-regulated genes in *pep2-1*, we found apoptosis and protein desumoylation (Supplementary Fig. S1C, D).

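A pair of genes of SUMO proteases, which remove the modifier SUMO from proteins, was lower in *pep2-1*. *AaULP1c* was one of them, and the other was the ortholog of *ELS1* (AALP_AA3G067700) on chromosome 3 (3328084 to 3330288), with 10.7 ± 2.00 CPM (SD, n = 3) in the wild type, 10.3 ± 1.93 in *pep1-1* and 5.06 ± 0.262 in *pep2-1*. Its log2 fold change was -1.08 over the wild type (standard error 0.184, adjusted p = 0.0205 from edgeR) and -1.03 over *pep1-1* (standard error 0.186, adjusted p = 0.0253). *ELS2*, with a log2 fold change of -0.49 over the wild type (adjusted p = 0.0335 from edgeR), was below the fold threshold. Of the 8 SUMO protease genes tested, *AaULP1c* and *ELS1* were lower in both comparisons of *pep2-1* (2 and 2 when adjusted over the list alone), and 0 were called by edgeR in *pep1-1* over the wild type (1 at an unadjusted p under 0.05, 0 by DESeq2 or limma-voom). The list's medians were -0.09, -0.03 and -0.06, with adjusted p = 0.052, 0.212 and 0.399 in limma's camera. The study names desumoylation from these libraries, so the list is not independent evidence of the direction. The *ELS1* call over the wild type was lost without wild-type replicates B (adjusted p = 0.103 from edgeR) and C (0.0923) and without *pep2-1* replicates A (0.0809), B (0.0717) and C (0.102), and that over *pep1-1* without *pep1-1* replicates B (0.102) and C (0.0931) and *pep2-1* replicates A (0.0874), B (0.0705) and C (0.0948). Gene Ontology terms were not used here, and the descriptions of 16494 tested genes were searched instead. Of 53 genes described as NBS-LRR, NB-ARC or disease resistance proteins, 2 were lower in *pep2-1* than in the wild type, where 0.186 would be expected (one-sided Fisher's exact test, p = 0.0149, adjusted p = 0.0746 over 5 terms). Compared with *pep1-1*, 2 of the 53 were lower, with 0.193 expected (one-sided Fisher's exact test, p = 0.0159, adjusted p = 0.0796). Of 5 genes whose description names apoptosis, 0 were called by edgeR in *pep2-1*, and 0 descriptions name desumoylation.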

**Fig. 1.**
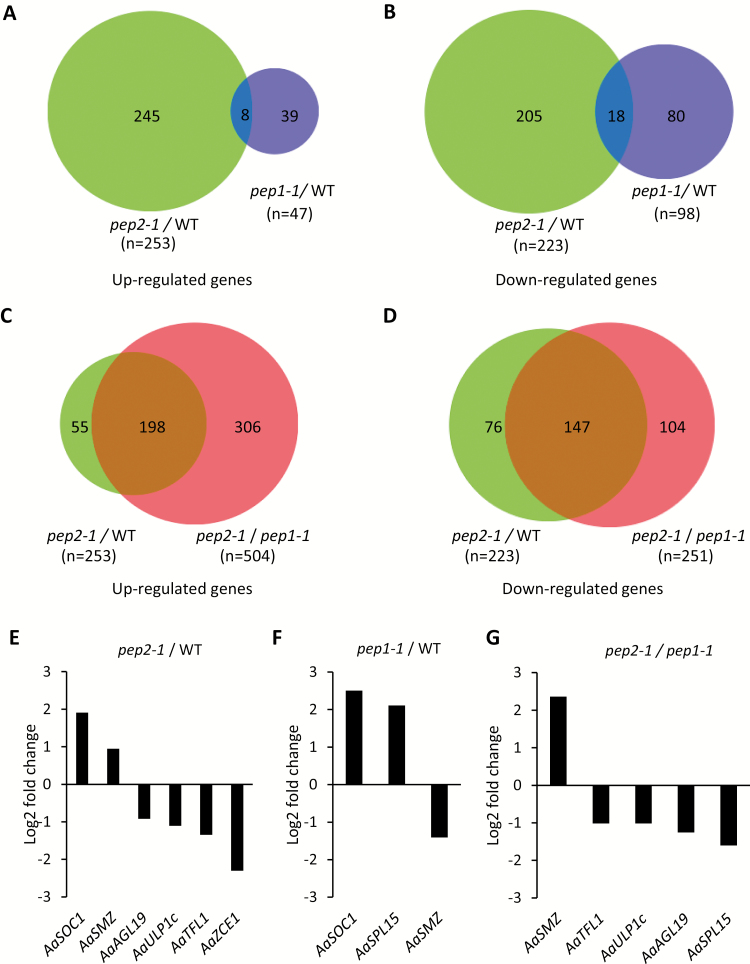
Differentially expressed genes in *pep2* and *pep1 A. alpina* mutants. (A and B) Venn diagram of significantly up-regulated (A) and down-regulated (B) genes in *pep2-1* compared with the wild type (WT) and *pep1-1* compared with the WT. (C and D) Venn diagram of significantly up-regulated (C) and down-regulated (D) genes in *pep2-1* compared with the WT and in *pep2-1* compared with *pep1-1.* (E–G) Flowering time genes differentially expressed in *pep2-1* compared with the WT (E), *pep1-1* compared with the WT (F), and *pep2-1* compared with *pep1-1* (G). Expression values are based on RNAseq.

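Of the 143 genes that were lower in *pep2-1* than in the wild type, 98 were lower than in *pep1-1* too. AALP_AA3G230200, the SNF2 domain gene, stood at 46.4 ± 3.96 CPM (SD, n = 3) in the wild type, 43.1 ± 2.68 in *pep1-1* and 16.6 ± 0.828 in *pep2-1*, a log2 fold change over *pep1-1* of -1.37 (adjusted p = 0.000123 from edgeR). The WD40 repeat gene AALP_AA1G287500 stood at 23.1 ± 2.23, 21.3 ± 3.16 and 8.24 ± 1.12 CPM, with -1.37 over *pep1-1* (adjusted p = 0.00185 from edgeR). AALP_AA5G259900 was lower than the wild type by a log2 fold change of -1.21 (adjusted p = 0.00519 from edgeR), with 14.5 CPM in the wild type and 6.24 in *pep2-1*. A further 45 were lower compared with the wild type alone and 43 compared with *pep1-1* alone. Independent lists would share 0.929 genes (one-sided Fisher's exact test, p = 1.23e-197). Simulated unchanged groups shared 0 genes, but called no more than 3 in any comparison, which gives no reference for lists this long. As the same *pep2-1* libraries stand in both comparisons and are too few to be split, part of the excess may come from them. The 98 of 143 became 51 of 61 and 57 of 67 without wild-type replicates B and C and 60 of 87, 54 of 81 and 58 of 75 without *pep2-1* replicates A, B and C. Without *pep1-1* replicates B and C they became 49 of 123 and 63 of 128, so that the genes lower in both were then the smaller part.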

Floral activators and repressors were identified among the differentially expressed genes in *pep2-1*. For example, the *A. alpina* ortholog of *SOC1* (*AaSOC1*) was up-regulated in *pep2-1* compared with the wild type (Fig. 1E; Supplementary Dataset S1). This effect of *PEP2* on *AaSOC1* is through *PEP1* as *AaSOC1* was differentially expressed between *pep1-1* and the wild type, but not in *pep2-1* versus *pep1-1* (Fig. 1F, G; Supplementary Datasets S2, S3; Mateos *et al*, 2017). 

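Few of the flowering genes tested passed the threshold in *pep2-1*. Of 10 floral activators, 1 was higher than in the wild type (*AaSOC1*, also when adjusted over the list alone), and of 16 floral repressors *TOE3* was higher and *AaTFL1* lower (also when adjusted over the list alone). The 16 repressors include *PEP2* itself. *TOE3* (AALP_AA8G511400), an AP2-like repressor on chromosome 8 (40616736 to 40618730), stood at 2.34 ± 0.316 CPM (SD, n = 3) in the wild type, 3.60 ± 0.699 in *pep1-1* and 5.34 ± 0.367 in *pep2-1*. Over the wild type, *TOE3* had a log2 fold change of 1.19 in *pep2-1* (standard error 0.191, adjusted p = 0.0166 from edgeR), and the difference between the mutants, 0.56, did not pass (adjusted p = 0.145). The activators' median log2 fold change was 0.27 and that of the repressors 0.02, with adjusted p = 0.211 and 0.319 in limma's camera. Of 6 genes of floral meristem and organ identity, the carpel gene *CRC* (AALP_AA2G117700, chromosome 2, 17793705 to 17795145) was higher, at 3.39 ± 0.884 CPM in the wild type and 8.05 ± 0.517 in *pep2-1*, and 2 were higher when adjusted over the list alone, *CRC* and *SEP4*. The log2 fold change of *CRC* was 1.27 (standard error 0.252, adjusted p = 0.0394 from edgeR) and that of *SEP4* 1.93 (adjusted p = 0.0645). The floral meristem gene *AaLFY* was at 2.08 ± 0.804 CPM in the wild type and 2.28 ± 0.966 in *pep2-1*, with a log2 fold change of 0.11 (adjusted p = 0.924 from edgeR). *AaFUL* and *AaAP1* were not tested, since *AaFUL* had 6, 7 and 5 reads in wild-type replicates A, B and C, 3, 3 and 1 in those of *pep1-1* and 13, 8 and 8 in those of *pep2-1*, and *AaAP1* had 0 reads in each library. The call of *TOE3* was lost without wild-type replicates B (adjusted p = 0.0939 from edgeR) and C (0.0805) and *pep2-1* replicates B (0.0678) and C (0.0728), and that of *CRC* without wild-type replicates A (0.0516), B (0.157) and C (0.075), *pep1-1* replicate B (0.0649) and *pep2-1* replicates A (0.0943), B (0.119) and C (0.141).

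**Figure D2:**
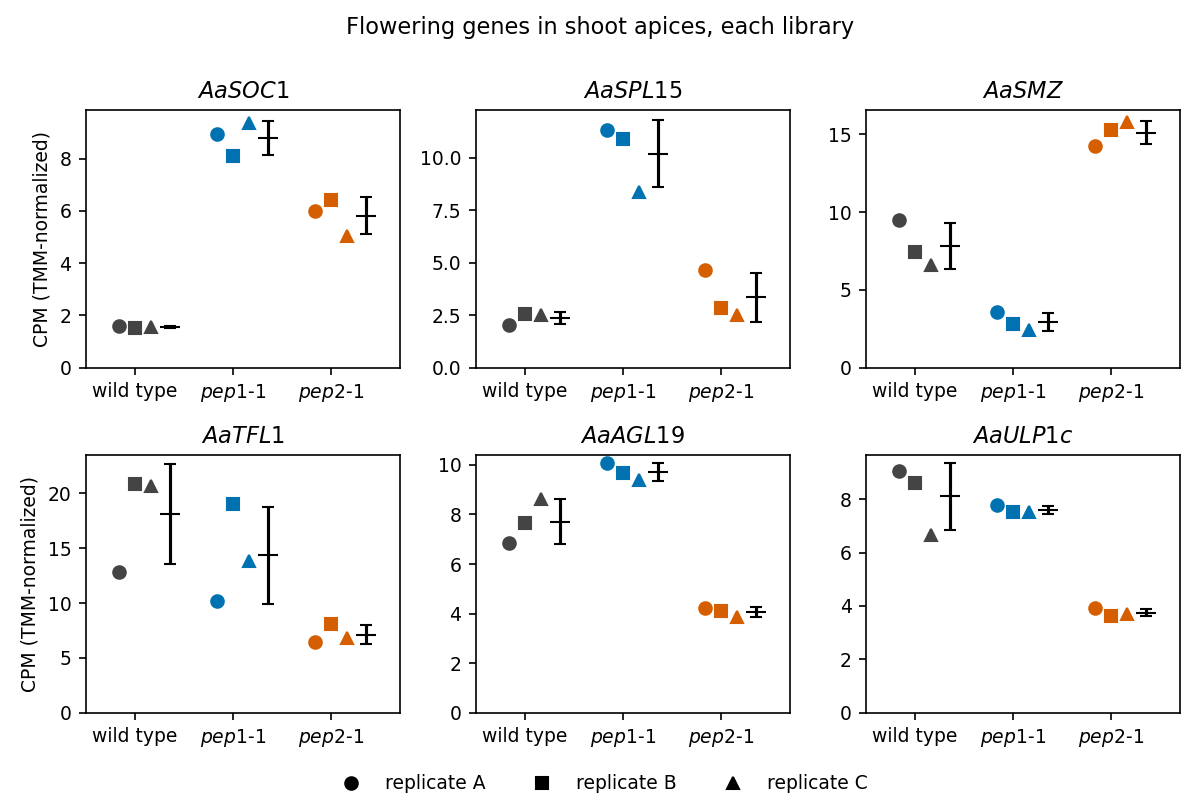
CPM normalized by TMM (vertical axes, from 0) of *AaSOC1*, *AaSPL15*, *AaSMZ*, *AaTFL1*, *AaAGL19* and *AaULP1c* in each library of wild-type, *pep1-1* and *pep2-1* apices. Circles, squares and triangles are replicates A, B and C, and the bar beside them is the mean and SD (n = 3). For *AaSOC1* each *pep1-1* and each *pep2-1* library lies above each wild-type library.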

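*AaSOC1* (AALP_AA4G246000), a MADS box integrator of flowering signals on chromosome 4 (21868516 to 21871077), stood at 1.55 ± 0.0453 CPM in the wild type and 5.82 ± 0.703 in *pep2-1* (SD, n = 3 each). Its log2 fold change in *pep2-1* over the wild type was 1.9 (standard error 0.159, adjusted p = 0.000533 from edgeR). Each *pep2-1* library lay above each wild-type library.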

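*AaSOC1* rose more in *pep1-1* than in *pep2-1* by its fold changes, and the difference between the mutants did not pass in edgeR. In *pep1-1* it stood at 8.80 ± 0.657 CPM (SD, n = 3), and its log2 fold change over the wild type was 2.5 (standard error 0.156, adjusted p = 0.000111 from edgeR). In *pep2-1* over *pep1-1* the log2 fold change of *AaSOC1* was -0.59 (standard error 0.138, adjusted p = 0.0556 from edgeR, unadjusted p = 0.00159). In the authors' CuffDiff test it was -0.596 with q = 0.0473, which passes on q and lies under the fold threshold. Among the 10 floral activators, *AaSOC1* and *AaSPL15* were called in *pep1-1* over the wild type (2 when adjusted over the list alone), with a median log2 fold change of 0.34 over the list. The list had adjusted p = 3.67e-06 in camera (adjusted p = 0.123 with an estimated correlation). From the change of *AaSOC1* in *pep1-1* and the absence of a call between the mutants, the paper reasons that *PEP2* acts on *AaSOC1* through *PEP1*, and its Discussion proposes the same. The paper also cites earlier work for this, and its qPCR found less *PEP1* transcript in *pep2-1* than in the wild type before vernalization.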

The regulation of *AaSMZ* through *PEP2* is different from that through *PEP1*. 

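*AaSMZ* (AALP_AA5G187300), an AP2-like floral repressor on chromosome 5 (15903599 to 15906490), separated the mutants, with 2.94 ± 0.593 CPM (SD, n = 3) in *pep1-1* and 15.1 ± 0.760 in *pep2-1*. In *pep2-1* over *pep1-1* it had a log2 fold change of 2.35 (standard error 0.179, adjusted p = 0.000252 from edgeR). Of 5 AP2-like genes targeted by miR172, *AaSMZ* was called between the mutants and 5 had a positive log2 fold change (median 0.56), *TOE1* among them with 0.97 (adjusted p = 0.0611 from edgeR) and *AaTOE2* with 0.14 (adjusted p = 0.611). *PEP2*, the gene mutated in *pep2-1*, is itself 1 of the 5, so the values of this list are not those of other family members alone. The list's median was 0.62 in *pep2-1* over the wild type, where *TOE3* was called, and -0.19 in *pep1-1* over the wild type, where *AaSMZ* was (1 gene in each of the 3 comparisons when adjusted over the list alone). In camera the list had adjusted p = 7.28e-05, 0.00071 and 0.166, in this order (adjusted p = 0.358, 0.525 and 0.854 with an estimated correlation). The mean log2 CPM of the list in replicate A lay above that of replicates B and C by 0.36 in the wild type and 0.30 in *pep1-1*, with 5 of 5 genes higher in both, and by 0.08 in *pep2-1*. With the letter as a replicate block, added after the data were seen, the adjusted p of camera for *pep1-1* over the wild type became 0.0427 (adjusted p = 0.552 in camera with an estimated correlation).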

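Compared with the wild type, at 7.83 ± 1.48 CPM (SD, n = 3), the level of *AaSMZ* in *pep2-1* was higher by a log2 fold change of 0.95 (standard error 0.16, adjusted p = 0.0196 from edgeR), which passes on adjusted p and lies under the fold threshold of 1. In *pep1-1* it fell by 1.40 on the log2 scale (standard error 0.182, adjusted p = 0.0155 from edgeR). The gene was called in *pep2-1* by limma-voom (log2 fold change 1.08, adjusted p = 0.000847), without wild-type replicate A (1.1, 0.0131) and without replicates A of the 3 genotypes (1.14, 0.00256, chosen after the data were seen). With single libraries left out, its adjusted p from edgeR in *pep2-1* over the wild type reached 0.108. In *pep1-1* the call was lost in edgeR with only the 6 libraries compared (adjusted p = 0.0897) and without wild-type replicate B (0.0735) or *pep1-1* replicates B (0.0858) and C (0.0781).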

*AaSMZ* was up-regulated in *pep2-1* compared with the wild type and down-regulated in *pep1-1* compared with the wild type (Fig. 1E, F; Supplementary Datasets S1, S2). In contrast, *AaSPL15* was up-regulated in the *pep1-1* mutant compared with the wild type and not in *pep2-1* compared with the wild type, indicating that *PEP2* does not control *AaSPL15* expression (Fig. 1E, F; Supplementary Datasets S1, S2). 

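*AaSPL15* (AALP_AA5G233200), an SPL gene of the age pathway on chromosome 5 (19154646 to 19156210), stood at 2.37 ± 0.284 CPM (SD, n = 3) in the wild type, 10.2 ± 1.60 in *pep1-1* and 3.35 ± 1.16 in *pep2-1*. It rose in *pep1-1* by a log2 fold change of 2.09 over the wild type (standard error 0.236, adjusted p = 0.00671 from edgeR). In *pep2-1* the log2 fold change over the wild type was 0.51 (standard error 0.253, adjusted p = 0.376 from edgeR), which did not pass. The difference between the mutants did, with -1.59 in *pep2-1* over *pep1-1* (standard error 0.231, adjusted p = 0.0103 from edgeR). Without wild-type replicate B the call of *AaSPL15* in *pep1-1* was lost (log2 fold change 2.15, adjusted p = 0.052 from edgeR).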

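Compared with *pep1-1*, 2 of the 10 floral activators were lower in *pep2-1*, *AaAGL19* and *AaSPL15* (2 when adjusted over the list alone), and 0 were higher, at a median log2 fold change of -0.19 over the list. In camera the activators had adjusted p = 0.0345 (adjusted p = 0.358 with an estimated correlation). Of the 16 floral repressors, *AaSMZ* was higher than in *pep1-1* and 0 were lower, and 1 higher and 1 lower passed when adjusted over the list alone, *AaSMZ* and *AaTFL1*. The repressors' median log2 fold change was 0.07 (adjusted p = 0.217 in limma's camera). In *pep1-1* compared with the wild type, *AaSMZ* was the 1 repressor called, also when adjusted over the list alone, at a median of -0.07 (adjusted p = 0.46 in limma's camera).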

Among the flowering time genes involved in the *PEP1*-independent role of *PEP2* were the floral repressor *AaTFL1* and *AGAMOUS-LIKE 19* (*AaAGL19*). *AaTFL1* was down-regulated when we compared *pep2-1* with both the wild type and *pep1-1*, suggesting that the effect of *PEP2* on *AaTFL1* is independent of *PEP1* (Fig. 1E–G; Supplementary Datasets S1–S3). Similarly, *AGAMOUS-LIKE 19* (*AaAGL19*) transcripts were down-regulated specifically in the *pep2-1* mutant (Fig. 1E–G; Supplementary Datasets S1–S3). 

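*AaTFL1* (AALP_AA8G031100), on chromosome 8 (1918292 to 1919406), stood at 18.1 ± 4.57 CPM (SD, n = 3) in the wild type, 14.4 ± 4.44 in *pep1-1* and 7.11 ± 0.884 in *pep2-1*. It fell in *pep2-1* by 1.36 on the log2 scale compared with the wild type (standard error 0.25, adjusted p = 0.0284 from edgeR). Between the mutants the log2 fold change of *AaTFL1* was -1.01 (standard error 0.254, adjusted p = 0.0698 from edgeR), past the fold threshold and not the adjusted p, and each *pep2-1* library lay below each *pep1-1* library. In *pep1-1* over the wild type it was -0.34 (standard error 0.236, adjusted p = 0.926 from edgeR). The call compared with the wild type was lost without wild-type replicates B (log2 fold change -1.24, adjusted p = 0.129 from edgeR) and C (-1.26, 0.123) and *pep2-1* replicates A (-1.29, 0.112), B (-1.46, 0.0769) and C (-1.33, 0.127). Between the mutants *AaTFL1* was called by DESeq2 (-1.02, adjusted p = 0.00516) and limma-voom (-1.08, 0.0269), with the authors' CuffDiff p-values adjusted over the tested genes (-1.02, 0.00118), and by edgeR without wild-type replicate A (-1.02, 0.0359), *pep1-1* replicate A (-1.21, 0.0251) or replicates A of the 3 genotypes (-1.15, 0.00472, chosen after the data were seen).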

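*AaAGL19* (AALP_AA3G221600), a MADS box gene on chromosome 3 (13519970 to 13525139) whose Arabidopsis ortholog promotes flowering after cold, stood at 7.72 ± 0.895 CPM (SD, n = 3) in the wild type, 9.71 ± 0.358 in *pep1-1* and 4.06 ± 0.188 in *pep2-1*. It was lower in *pep2-1* than in *pep1-1* by a log2 fold change of -1.25 (standard error 0.130, adjusted p = 0.00177 from edgeR). Compared with the wild type, the log2 fold change of *AaAGL19* in *pep2-1* was -0.92 (standard error 0.130, adjusted p = 0.00942 from edgeR), which passes on adjusted p and lies under the fold threshold. In *pep1-1* over the wild type it was 0.33 (standard error 0.121, adjusted p = 0.655 from edgeR). Without replicates A of the 3 genotypes, chosen after the data were seen, it was called in *pep2-1* over the wild type (-1.02, adjusted p = 0.00857 from edgeR). With single libraries left out, its adjusted p from edgeR in that comparison reached 0.0523.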

We also found the ortholog of *AaULP1c* (ubiquitin-like protein protease) encoding for a SUMO protease and of *CIS-CINNAMIC ACID-ENHANCED 1* (*AaZCE1*) being differentially expressed specifically in *pep2-1* (Fig. 1C–E; Supplementary Datasets S1, S2). 

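*AaULP1c* (AALP_AA1G114100), on chromosome 1 (6198273 to 6202620), stood at 8.10 ± 1.26 CPM (SD, n = 3) in the wild type, 7.60 ± 0.163 in *pep1-1* and 3.75 ± 0.148 in *pep2-1*. It fell in *pep2-1* by 1.11 on the log2 scale compared with the wild type (standard error 0.146, adjusted p = 0.00687 from edgeR) and by 1.01 compared with *pep1-1* (standard error 0.148, adjusted p = 0.0103). In *pep1-1* over the wild type the log2 fold change of *AaULP1c* was -0.10 (adjusted p = 0.993 from edgeR). *AaZCE1* (AALP_AA5G003300), on chromosome 5 (132154 to 132872), was close to the detection limit, at 1.56 ± 0.669 CPM in the wild type, 0.0972 ± 0.0848 in *pep1-1* and 0.317 ± 0.275 in *pep2-1*. Over the wild type it had log2 fold changes of -2.23 in *pep2-1* (standard error 0.616, adjusted p = 0.125 from edgeR) and -3.85 in *pep1-1* (standard error 0.767, adjusted p = 0.144), and neither passed. The difference between the mutants, 1.62 in *pep2-1* over *pep1-1*, did not pass either (standard error 1.01, adjusted p = 0.422 from edgeR). *AaULP1c* fell under the fold threshold between the mutants without *pep1-1* replicate A or *pep2-1* replicate B (log2 fold changes -0.996 and -0.992, adjusted p = 0.0166 and 0.0471 from edgeR). *AaZCE1* was called in *pep2-1* over the wild type by limma-voom (-2.55, adjusted p = 0.04) and with the authors' CuffDiff p-values adjusted over the tested genes (-2.3, 0.0186), and in *pep1-1* over the wild type by DESeq2 (-3.99, 0.00935).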

Interestingly, both *ULP1c* and *ZCE1* in Arabidopsis control flowering through *FLC*. Mutations in *ULP1c* and its homolog, *ULP1d*, in Arabidopsis cause an early flowering phenotype that can at least partially be due to *FLC* down-regulation (Conti *et al.*, 2008; Castro *et al.*, 2016). *ZCE1* is involved in the regulation of plant growth and development by *cis*-phenylpropanoids and it has been shown to control bolting time via enhancing *FLC* expression (Guo *et al.*, 2011).

### *PEP2* can complement the Arabidopsis *ap2* mutant

Both the *pep2* mutant in *A. alpina* and the *ap2* mutant in Arabidopsis show early flowering and similar floral defects, including the absence of petals and the transformation of sepals to carpels (Bowman *et al.*, 1991; Bergonzi et al., 2013; Nördstrom *et al.*, 2013). To check if both genes have common functions, we expressed *PEP2* in the *ap2-7* mutant background under the control of its own promoter. We fused a 7.4 kb *PEP2* genomic region spanning 4 kb upstream of the translational start and 1.2 kb downstream of the translational stop to the VENUS fluorescent protein, at the N- or C-terminus. Transgenic lines were first obtained in the Col background. Homozygous lines obtained for the N-terminal VENUS (Col *ProPEP2::VENUS::PEP2* N6-1-3) and the C-terminal VENUS (Col *ProPEP2::PEP2::VENUS* C2-1-9) were subsequently crossed to *ap2-7*. When grown in SDs, the *PEP2* constructs complemented the early flowering phenotype of the *ap2-7* mutant (Fig. 2A–D). Moreover, the homeotic defects of the *ap2* mutant were restored by *PEP2*, indicating that the *A. alpina PEP2* gene controls flowering time and floral organ identity in a similar way to *AP2* (Fig. 2E–H).

**Fig. 2.**
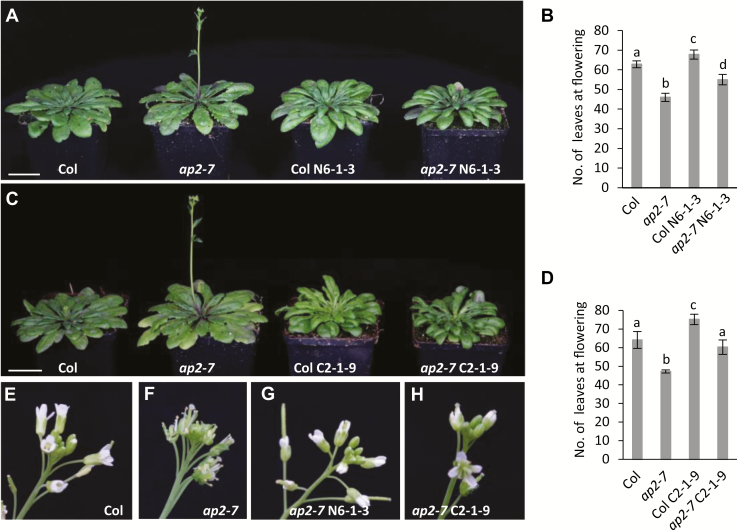
*PEP2* can complement the flowering and floral phenotype of the Arabidopsis *ap2-7* mutant. (A and B) Phenotypes of Col wild type, the *ap2-7* mutant, the Col *ProPEP2::VENUS::PEP2* N6-1-3, and the *ap2-7 ProPEP2::VENUS::PEP2* N6-1-3 lines grown in SDs (A) and number of leaves at flowering (B). (C and D) Col, the *ap2-7* mutant, the Col *ProPEP2::PEP2::VENUS* C2-1-9, and the *ap2-7 ProPEP2::PEP2::VENUS* C2-1-9 lines grown in SDs (C) and number of leaves at flowering (D). (A and C) Whole plant pictures were taken 57 days after germination (DAG). Scale bar=3 cm. In (B) and (D), letters stand for significant differences between genotypes determined by multiple pairwise comparisons using Benjamini–Hochberg-corrected *P*-values (a-value of 0.05). Error bars indicate the standard deviation. (E and F) Inflorescence of Col wild type (E) *ap2-7* (F), *ap2-7 ProPEP2::VENUS::PEP2* N6-1-3 (G), and *ap2-7 ProPEP2::PEP2::VENUS* C2-1-9 (H) taken 73 DAG in SDs.

To test whether the effect of *PEP2* on *PEP1* expression was conserved in Arabidopsis for *AP2* and *FLC*, we combined the *ap2-7* mutation with the strong *FRI* allele from the San Feliu-2 (Sf-2) accession, which enhances Col *FLC* expression. Although the *ap2* mutation accelerated flowering in the *FRI* Sf-2 background, the expression of *FLC* was not altered in the apices of these plants at different developmental stages (before, during, or after 40 d of vernalization) (Supplementary Fig. S2). These results indicate that, although the role of *AP2* and *PEP2* regarding flowering time regulation and floral organ identity is conserved, *AP2* does not control *FLC* expression in a *FRI* Sf-2 background (Supplementary Fig. S2B).

### *PEP2* controls the age-dependent response of *A. alpina* to vernalization

We then investigated whether the *PEP1*-independent role of *PEP2* was similar to that of *AP2* in Arabidopsis and, therefore, whether it regulated flowering through the age pathway. We first analyzed the accumulation of miR156 and the transcript level of the *A. alpina SPL5*, *9*, and *15* (*AaSPL5, 9*, and *15*) in the apices of *pep2-1* and wild-type seedlings grown for 3, 4, and 6 weeks in LDs (Supplementary Fig. S3). miR156 accumulation in the shoot apex decreased in older seedlings, but a similar pattern was observed in *pep2-1* and the wild type (Supplementary Fig. S3A). Transcript levels of *AaSPL5*, *9*, and *15* increased as the plants aged (Supplementary Fig. S3B–D). For *AaSPL5* and *15*, we observed no significant differences between *pep2-1* and the wild type, whereas *AaSPL9* mRNA levels differed between the two genotypes only in 6-week-old seedlings (Supplementary Fig. S3B–D). These results are consistent with previous studies in Arabidopsis demonstrating that *AP2* controls flowering through the age pathway downstream of miR156 and the *SPL* genes. As it was previously shown that the age-dependent effect on flowering in *A. alpina* is only apparent after vernalization (Wang *et al.*, 2011; Bergonzi *et al.*, 2013), we tested whether *PEP2* has an age-dependent role in vernalized plants. For this, we vernalized 3-week-old wild-type and *pep2-1* seedlings for 12 weeks and measured flowering time after the return to warm temperatures. We also included the *pep1-1* mutant in this experiment to rule out a *PEP1*-dependent effect of *PEP2* on flowering time. In accordance with previous studies, under these conditions the wild type did not flower after vernalization and only grew vegetatively (Fig. 3; Wang *et al.*, 2011; Bergonzi *et al*., 2013). Interestingly, *pep2-1* flowered with an average of 18 leaves and 17 d after vernalization, whereas vernalized *pep1-1* flowered with 27 leaves similar to non-vernalized *pep1-1* plants grown continuously in LDs (Fig. 3; Supplementary Fig. S4; Wang *et al.*, 2009; Bergonzi *et al.*, 2013). These data suggest that vernalization accelerates flowering in young *pep2-1* but not in *pep1-1* plants. The flowering time phenotype of the mutants is also in contrast to that in LDs when *pep1-1* flowers earlier than *pep2-1* (Bergonzi *et al.*, 2013). Overall, these results suggest that *PEP2* regulates the age-dependent response to vernalization in a *PEP1*-independent manner.

**Fig. 3.**
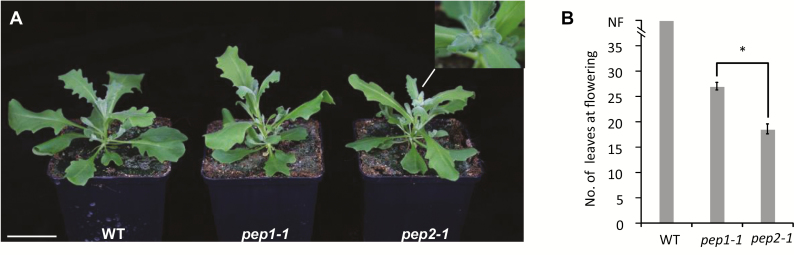
*PEP2* regulates the age-dependent response of *A. alpina* to vernalization. (A) Picture of 3-week-old wild-type (WT), *pep1-1*, and *pep2-1* vernalized for 12 weeks followed by 2 weeks in LDs. Scale bar=5 cm. (B) Flowering time demonstrated as the number of leaves at flowering of 3-week-old WT, *pep1-1*, and *pep2-1* vernalized for 12 weeks. The WT did not flower (NF). The asterisk stands for a significant difference in the total leaf number determined by a Student *t*-test (*P*-value <0.01). Error bars indicate the standard deviation.

To understand how the young *pep2-1* plants accelerate flowering in response to vernalization, we analyzed the expression of *PEP1*, *AaSOC1*, *AaFUL*, *AaTFL1*, *AaLFY*, and *AaAP1*. Three-week-old wild-type, *pep2-1*, and *pep1-1* apices from the main shoot were harvested before and during vernalization at 4, 8, and 12 weeks. In agreement with previous results obtained in seedlings, non-vernalized 3-week-old *pep2-1* plants showed lower *PEP1* mRNA levels than the wild type (Fig. 4A; Bergonzi *et al.*, 2013). Nevertheless, the *PEP1* transcript decreased in a similar way in *pep2-1* and wild-type plants, and *PEP1* was silenced after 4 weeks in cold (Fig. 4A). These data suggest that, despite the initial difference in *PEP1* expression, the lack of *PEP2* does not influence *PEP1* transcription in young apices during vernalization. The expression of *AaSOC1* was gradually up-regulated during vernalization, following the same pattern in the three genotypes (Fig. 4B). In contrast, *AaFUL*, *AaLFY*, and *AaAP1* showed a differential increase in the wild type and the mutants after 8 and 12 weeks in vernalization (Fig. 4C, E, F). In young wild-type plants *AaFUL*, *AaLFY*, and *AaAP1* mRNA levels did not rise, indicating that flowering had not been initiated (Fig. 4C, E, F). Moreover, the *pep2-1* mutant showed higher levels of *AaLFY* and *AaAP1* than *pep1-1* after 12 weeks in vernalization (Figs 3, 4E, F). Interestingly, the *pep2-1* mutant also showed reduced expression of *AaTFL1* at the end of the cold treatment compared with *pep1-1* (Fig. 4D). Taken together, our results indicate that *PEP2* activates *AaTFL1* and represses *AaFUL*, *AaLFY*, and *AaAP1* in young apices during vernalization (Fig. 3). This role of *PEP2* is independent of *PEP1*, given that *pep1-1* plants vernalized at a young age flowered later than *pep2-1* and that *PEP1* expression was reduced to the same extent in the wild type and *pep2-1* during vernalization (Figs 3, 4A).

**Fig. 4.**
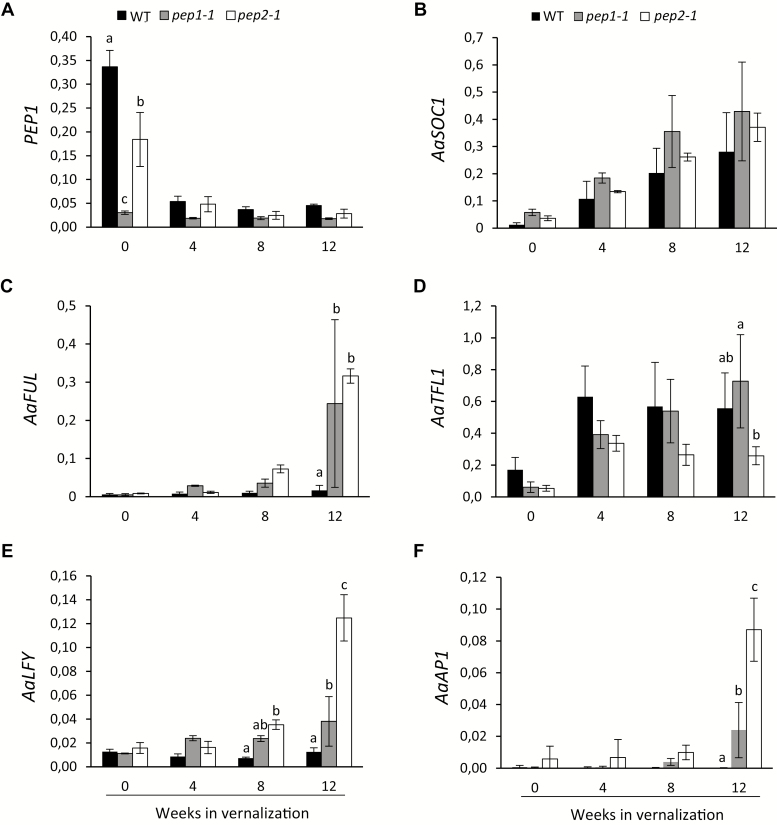
*PEP2* regulates *AaFUL*, *AaTFL1*, *AaLFY*, and *AaAP1* expression during vernalization. Relative expression of *PEP1* (A), *AaSOC1* (B), *AaFUL* (C), *AaTFL1* (D), *AaLFY* (E), and *AaAP1* (F). Three-week-old wild-type (WT), *pep1-1*, and *pep2-1* shoot apices were harvested before and during 12 weeks of vernalization. Letters stand for significant differences between the WT, *pep1-1*, and *pep2-1* at each time point determined by multiple pairwise comparisons using Benjamini–Hochberg-corrected *P*-values (α-value of 0.05). Graphs with no letters show no significant differences. Error bars indicate the standard deviation.

To investigate whether the regulation of these floral meristem identity genes by *PEP2* was also conserved in adult plants, we tested the expression of *AaFUL*, *AaLFY*, and *AaAP1* during vernalization. Six-week-old wild-type and *pep2-1* plants were exposed to 12 weeks of cold and the mRNA levels of *AaLFY*, *AaAP1*, and *AaFUL* were analyzed in the shoot apex before vernalization and 1, 3, 5, 8, and 12 weeks into vernalization. *AaFUL* mRNA levels were higher in *pep2-1* than in the wild type already after 8 weeks of vernalization (Supplementary Fig. S4A). For *AaLFY* and *AaAP1* expression, a significant increase was observed in the *pep2-1* mutant only at the end of the 12 weeks of cold (Supplementary Fig. S4B, C). Overall, these results suggest that *PEP2* delays flowering by keeping *AaFUL*, *AaLFY*, and *AaAP1* repressed at the end of the 12 weeks of vernalization, when *PEP1* has already been silenced in the apices of both young and adult plants.

### *PEP2* is required to activate *PEP1* expression after vernalization

To test the *PEP1*-dependent role of *PEP2*, we exposed the *pep2-1* mutant and the wild-type plants to different durations of vernalization. Both genotypes were grown for 5 weeks in LDs, vernalized for 8, 12, 18, and 21 weeks, and transferred back to LD greenhouse conditions (Fig. 5A, B). The *pep2-1* mutant showed a reduction in the number of days to flower emergence compared with the wild type in all durations of cold (Fig. 5C). In addition, inflorescences in *pep2-1* showed reduced floral reversion phenotypes and enhanced commitment of inflorescence branches to flowering (Fig. 5D–G). These results indicate that *PEP2* controls flowering time and inflorescence architecture in *A. alpina*. However, the response of *pep2-1* still varied with the duration of vernalization, suggesting that other floral repressors might contribute to flowering in response to vernalization. Also, *PEP2* is required to maintain axillary shoots that are located just below the inflorescence in a vegetative state as all axillary branches in the *pep2-1* mutant commit to reproductive development (Fig. 5; Bergonzi *et al.*, 2013).

As shown previously in the wild type, *PEP1* mRNA is up-regulated in the shoot apical meristem of the main shoot after a non-saturating vernalization (Fig. 6; Wang *et al.*, 2009; Lazaro *et al.*, 2018). This unstable silencing of *PEP1* mRNA after cold was abolished in the *pep2-1* mutant, suggesting that *PEP2* is required to activate *PEP1* expression in the shoot apical meristem after insufficient vernalization (Fig. 6). The role of *PEP2* in the activation of *PEP1* after vernalization is also observed in the axillary branches. All axillary branches in the *pep2-1* mutant committed to flowering (Fig. 5B) and showed very low expression of *PEP1* when compared with wild-type vegetative branches (Fig. 6). These results suggest that the major contribution of *PEP2* is to activate *PEP1* transcription after vernalization, both in the shoot apical meristem and in the vegetative axillary branches.

**Fig. 5.**
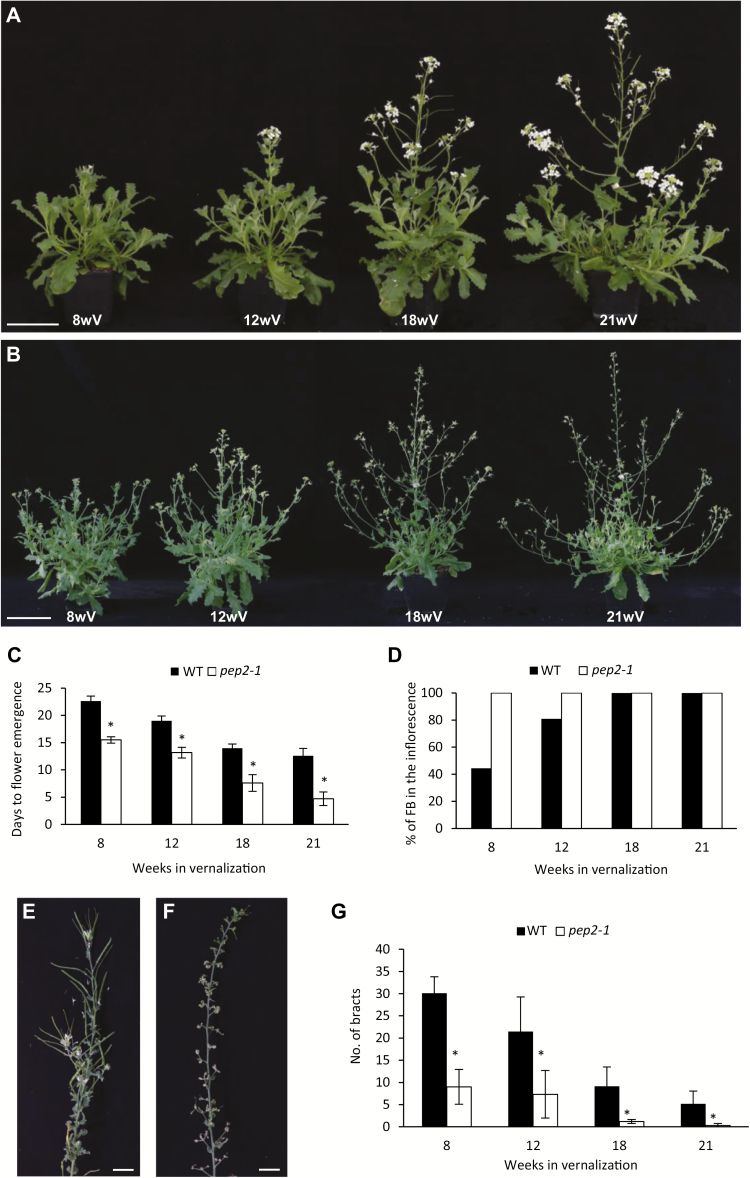
The *pep2* mutant plants flower earlier than the wild type and show reduced reverted phenotypes. (A) Wild-type (WT) plants exposed to several durations of vernalization (8, 12, 18, and 21 weeks) followed by 3 weeks in LDs. (B) *pep2-1* mutant plants exposed to several durations of vernalization (8, 12, 18, and 21 weeks) followed by 3 weeks in LDs. Scale bar=10 cm. (C) Time to flower emergence of WT and *pep2-1* plants exposed to different durations of vernalization measured as the number of days to the first open flower. (D) Percentage of flowering inflorescence branches (FB) in the WT and the *pep2-1* mutant exposed to 8, 12, 18, and 21 weeks of vernalization at the time the last flower in the inflorescence opened. (E) WT reverted inflorescence in plants vernalized for 8 weeks. (F) *pep2-1* mutant inflorescence in plants vernalized for 8 weeks. Scale bar=2 cm. (G) Number of bracts within the inflorescence of the WT and the *pep2-1* mutant exposed to 8, 12, 18, and 21 weeks of vernalization at the time the last flower in the inflorescence opened. This experiment was performed together with the *pep1-1* mutant in an experiment previously published (Fig. 6 in Lazaro *et al.*, 2018). Data for the WT control is similar between the two papers. Asterisks stand for significant differences between the wild type and the *pep2-1* mutant at each time point determined by multiple pairwise Bonferroni tests (α-value of 0.05). Error bars indicate the standard deviation.

**Fig. 6.**
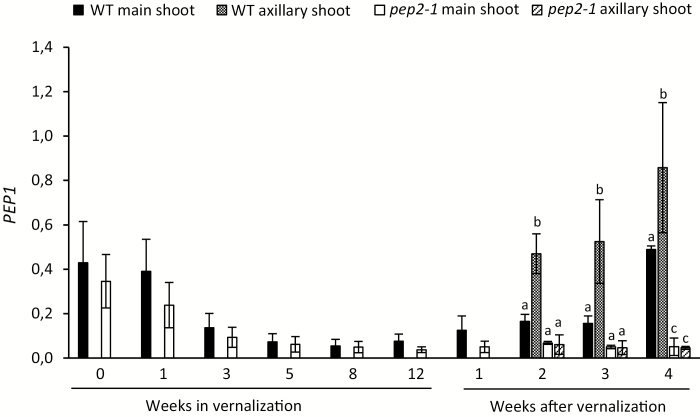
*PEP2* is required to activate *PEP1* expression after vernalization. Relative expression of *PEP1* in the shoot apical meristem and in the vegetative axillary meristems of the wild type (WT) and the *pep2-1* mutant before, during, and after 12 weeks of vernalization. Letters stand for significant differences between the WT and *pep2-1* at each time point determined by multiple pairwise comparisons using Benjamini–Hochberg-corrected *P*-values (α-value of 0.05). Detailed information on significant differences can be found in Supplementary Table S3. Error bars indicate the standard deviation.

## Discussion

Understanding the role of prolonged exposure to low temperatures in flowering is of particular importance in perennial species that will overwinter several times during their life cycle. In temperate perennials, prolonged exposure to cold controls later stages of flowering such as uniform bud break in the spring, whereas in alpine species it ensures floral formation before plants experience favorable environmental conditions for anthesis (Diggle, 1997; Meloche and Diggle, 2001; Lazaro *et al.*, 2018). The maintenance of vegetative development after flowering, which is important for the perennial life strategy, is regulated by the seasonal cycling of floral repressors and the differential response of meristems to flower inductive stimuli due to age-related factors (Wang *et al.*, 2009, 2011; Koskela *et al.*, 2012). Here we characterized the role of the *A. alpina* floral repressor *PEP2*, the ortholog of the Arabidopsis *AP2.* Previous studies had demonstrated that *PEP2* controls flowering through a *PEP1*-dependent and a *PEP1*-independent pathway (Bergonzi *et al*., 2013). Our transcriptomic analysis indicated that *PEP2* influences the expression of genes involved in several developmental processes. However, many of the identified genes might not be regulated directly by PEP2 but by complex downstream genetic interactions (Fig. 1; Supplementary Fig. S1). 

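Each of the 10 genes of vascular tissue had a positive log2 fold change in *pep2-1* over both other genotypes, for example the phloem gene *APL* over the wild type (0.54, 9.63 ± 1.76 CPM in the wild type and 14.1 ± 2.38 in *pep2-1*, SD, n = 3) and *XCP2* of the xylem (0.46). edgeR called 0 of them in either comparison, with 3 and 6 at an unadjusted p under 0.05 and 0 by DESeq2 or limma-voom, and in *pep1-1* over the wild type (median -0.17) 0 by each. The mean log2 CPM of the vascular genes in replicate A lay above that of replicates B and C by 0.28 in the wild type, 0.60 in *pep1-1* and -0.09 in *pep2-1*. Of 12 genes of the trichome and stomatal lineages, 11 had a negative log2 fold change in *pep2-1* over *pep1-1* (median -0.27), with *GL1*, an activator of trichome formation, at -0.66, and of 12 cell division genes 10 did (median -0.14). Between the mutants these lists had adjusted p = 0.0328 and 0.0232 in camera (adjusted p = 0.39 and 0.435 with an estimated correlation), and their medians over the wild type were -0.20 and -0.15 in *pep2-1* and 0.07 and 0.01 in *pep1-1*. Replicate A differed from replicates B and C in the mean log2 CPM of the trichome and stomatal genes by -0.20 in the wild type (3 of 12 genes higher), -0.31 in *pep1-1* (1 of 12) and -0.13 in *pep2-1* (3 of 12), and of the cell division genes by -0.08, 0.11 and -0.06. edgeR, DESeq2 and limma-voom called 0 of these 24 genes in any comparison, with 1, 0 and 2 trichome and stomatal genes and 1, 0 and 2 cell division genes at an unadjusted p under 0.05 in *pep2-1* over the wild type, *pep1-1* over the wild type and *pep2-1* over *pep1-1*. Of 11 genes of the shoot meristem and its boundaries, 0 were called by each tool (4, 2 and 2 at an unadjusted p under 0.05 in edgeR), at medians of 0.27, 0.08 and 0.16, with *STM*, which keeps meristem cells undifferentiated, at 0.36 in *pep2-1* over the wild type. Their mean in replicate A lay above that of replicates B and C by 0.16, 0.30 and 0.16 in the wild type, *pep1-1* and *pep2-1*. Gibberellin genes (15 tested) had medians of 0.08, 0.22 and 0.01, and edgeR called 0 (1, 3 and 6 at an unadjusted p under 0.05, 1 lower in *pep1-1* when adjusted over the list alone, 0 by DESeq2, 1 by limma-voom in *pep2-1* over the wild type). The 6 genes of floral meristem and organ identity had medians of -0.03, 0.19 and 0.19, with *CRC* called in *pep2-1* over *pep1-1* (log2 fold change 1.13, adjusted p = 0.0487 from edgeR, 2 when adjusted over the list alone) and 0 in *pep1-1* over the wild type (1 at an unadjusted p under 0.05, 0 by DESeq2 or limma-voom). The call of *CRC* over *pep1-1* was lost with only the 6 libraries compared (adjusted p = 0.0586 from edgeR), without wild-type replicate C (0.0613), without *pep1-1* replicates B (0.154) and C (0.137) and without *pep2-1* replicates A (0.109), B (0.117) and C (0.144).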

We also found both floral promoters and repressors differentially expressed in the *pep2* mutant. In Arabidopsis, the AP2 protein was immunoprecipitated from the promoter region of *SOC1* (Yant *et al.*, 2010). However, in our study, the effect of *PEP2* on *AaSOC1* seems to be through *PEP1* (Fig. 1). To characterize the *PEP1*-dependent and the *PEP1*-independent role of *PEP2* in flowering, we also employed physiological analysis and followed the expression of flowering time and meristem identity genes during the *A. alpina* life cycle. These data indicated that *PEP2* controls (i) the age-dependent response to vernalization and (ii) the temporal cycling of the floral repressor *PEP1* by ensuring the activation of *PEP1* expression after vernalization.

### *PEP2* controls the age-dependent response to vernalization

*PEP2* could rescue the early flowering phenotype of the Arabidopsis *ap2-7* mutant, suggesting that its role in flowering time might be conserved (Fig. 2). In Arabidopsis, *AP2* is post-transcriptionally regulated by miR172, and *miR172b* is placed in the age pathway as it is transcriptionally controlled by the miR156 targets SPL9 and SPL15 (Wu *et al.*, 2009; Hyun *et al.*, 2016). AP2 also negatively regulates its own expression by directly binding to its own genomic locus, as well as to the loci of its regulators *miR156e*, *miR172b*, and *FUL*, suggesting that *AP2* is transcriptionally regulated by multiple feedback loops (Schwab *et al.*, 2005; Yant *et al.*, 2010; Balanza *et al*., 2018). The AP2 protein was also immunoprecipitated from the chromatin of floral integrators and genes required for floral meristem development such as *SOC1*, *AGAMOUS* (*AG*), and *AP1* (Yant *et al.*, 2010). The transcription of genes such as *SOC1* and *FUL* is also controlled by upstream regulators in the age pathway. SPL9 has been reported to bind to the first intron of *SOC1* and SPL15 to *FUL* and *miR172b* (Wang *et al.*, 2009; Hyun *et al.*, 2016). Overall, this complex genetic circuit that includes AP2 might contribute to the fast life cycle of Arabidopsis, in which floral transition takes place soon after reproductive competence is acquired. In contrast to Arabidopsis, in *A. alpina* reproductive competence is uncoupled from flowering initiation. *Arabis alpina* plants become competent to flower after growing for 5 weeks in LD conditions but only initiate flowering when they are exposed to vernalization (Wang *et al.*, 2009). This suggests that flowering in *A. alpina* is regulated by a strong interplay between the age and the vernalization pathways. Members of the SPL and AP2 families (e.g. *AaSPL15* and *AaTOE2*) are transcriptionally repressed by PEP1 in addition to the post-transcriptional and post-translational regulation by the miRNAs (Chen, 2004; Bergonzi *et al*., 2013; Hyun *et al.*, 2016; Xu *et al.*, 2016; Mateos *et al.*, 2017). Although, FLC in Arabidopsis targets a similar set of genes, the strong interplay between the age and the vernalization pathway is most apparent in *A. alpina* (Deng *et al.*, 2011; Mateos *et al.*, 2017). Vernalization in *A. alpina* provides the condition where the age effect on flowering is apparent as it silences *PEP1*. Gradual changes in the accumulation of miR156 and the expression of the *SPL* genes can be observed in the shoot apex of *A. alpina* plants that get older in LDs (Bergonzi *et al*., 2013). However, the accumulation of downstream regulators in the age pathway, such as of miR172, only increases in the shoot apex during vernalization and upon floral transition (Bergonzi *et al*., 2013). Here we show that the expression of miR156 and of *AaSPL5* and *15* is not influenced in *pep2* plants grown in LDs (Fig. 1E–G; Supplementary Fig. S3). 

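At 3 weeks, edgeR called 0 of the SPL genes that miR156 targets in *pep2-1* compared with the wild type. *AaSPL9* stood at 15.1 ± 2.28 CPM (SD, n = 3) in the wild type and 16.8 ± 3.38 in *pep2-1*, a log2 fold change of 0.17 (standard error 0.163, adjusted p = 0.671 from edgeR). *AaSPL5* had too few reads to be tested, with 3, 5 and 2 in wild-type replicates A, B and C and 3, 9 and 2 in those of *pep2-1*, and it shares its locus with another gene model. Of the 8 SPL genes tested, edgeR called 0 in *pep2-1* over the wild type (median log2 fold change 0.01), with 0 at an unadjusted p under 0.05, 0 when adjusted over the list alone and 0 by DESeq2 or limma-voom. *AaSPL15* was the 1 gene called in *pep1-1* over the wild type (median 0.07) and in *pep2-1* over *pep1-1* (median -0.13), and the 1 gene in each when adjusted over the list alone. In limma's camera the list had adjusted p = 0.666, 0.166 and 0.238 in these comparisons. The microRNA itself was not measured in these libraries.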

Given that *PEP2* acts partially through *PEP1*, the lack of an effect in *pep2-1* on *AaSPL15* can be due either to the residual *PEP1* expression in the *pep2-1* mutant or to the existence of compensatory genetic mechanisms. Interestingly, *AaSPL9* mRNA levels were reduced in 6-week-old *pep2-1* seedlings compared with the wild type (Supplementary Fig. S3). This effect of *PEP2* on *AaSPL9*, though, cannot be explained by the feedback loops described in Arabidopsis as *AaSPL9* transcript levels would be expected to be higher in *pep2-1* than in the wild type (Supplementary Fig. S3; Yant *et al.*, 2010).

The *A. alpina* ortholog of *TFL1* (*AaTFL1*) has been previously reported to influence the effect of vernalization in an age-dependent manner, although its expression pattern does not differ between juvenile and adult apices before vernalization (Wang *et al.*, 2011). Here we show that vernalization accelerated flowering in young *pep2-1* seedlings compared with *pep1-1*, suggesting that *PEP2* also regulates the age-dependent response to vernalization in a *PEP1*-independent pathway (Fig. 3). Interestingly, in our RNAseq analysis, *AaTFL1* transcripts were reduced in the *pep2-1* mutant, suggesting that *PEP2*, together with or through *AaTFL1*, sets an age threshold for flowering in response to vernalization. One major difference between *AaTFL1* and *PEP2*, though, is that lines with reduced *AaTFL1* activity do not flower without vernalization. These results suggest that *PEP2* plays additional roles in the regulation of flowering time in *A. alpina*. Transcriptomic experiments in Arabidopsis also showed that *TFL1* mRNA is down-regulated in *ap2* inflorescences compared with the wild type (Yant *et al.*, 2010). However, no direct binding of AP2 to the *TFL1* locus has been detected by ChIP-Seq and therefore it is unclear whether there is a direct or indirect effect of AP2 on *TFL1* transcription (Yant *et al.*, 2010).

### *PEP2* ensures the activation of *PEP1* after vernalization

Previous studies in *A. alpina* have demonstrated that *PEP2* controls flowering in response to vernalization via enhancing the expression of *PEP1* (Bergonzi *et al*., 2013). Here we show that the major role of *PEP2* in *PEP1* activation takes place after vernalization. *PEP1* expression in *A. alpina* is temporarily silenced during prolonged exposure to cold to define inflorescence fate, while it is highly expressed in axillary branches after vernalization to repress flowering (Wang *et al.*, 2009; Lazaro *et al.*, 2018). We have recently shown that the duration of vernalization influences *PEP1* reactivation in the shoot apex after the return to warm temperatures (Lazaro *et al.*, 2018). Phenotypes correlated with high *PEP1* mRNA levels after vernalization (e.g. floral reversion and the presence of vegetative axillary branches) were almost absent in the *pep2-1* mutant (Fig. 5; Lazaro *et al.*, 2018). Accordingly, *PEP1* mRNA levels were reduced in vernalized *pep2-1* plants compared with the wild type both in the inflorescence stem and in the axillary branches (Fig. 6; Wang *et al.*, 2009; Lazaro *et al.*, 2018). These results suggest that *PEP2* contributes to the perennial life cycle and controls perennial-specific traits via activating *PEP1* after vernalization. In Arabidopsis, the introgression of the *FRI* allele from the Sf-2 accession into Col extends the duration of cold temperatures required to silence *FLC* (Searle *et al.*, 2006). Northern Arabidopsis accessions such as Lov-1 require several months of vernalization to achieve *FLC* silencing and, similarly to *A. alpina* Pajares, a shorter duration of cold temperatures causes *FLC* reactivation (Shindo *et al.*, 2006). The link between *AP2* and *FLC* is not clear in Arabidopsis. AP2 does not bind to the *FLC* locus in ChIP-Seq experiments, and in our study *FLC* expression was not altered in plants where the *ap2-7* mutant allele was introgressed into the Col *FRI* Sf-2 background (Supplementary Fig. S3; Yant *et al.*, 2010). However, as the strongest difference in *PEP1* expression in the *pep2-1* mutant was observed after vernalization, the effect of *AP2* in the Lov-1 accession should be analyzed to rule out a role for *AP2* on *FLC* reactivation after insufficient vernalization.

The unstable silencing of *FLC* involves changes in the accumulation of the H3 trimethylation at Lys27 (H3K27me3) (Angel *et al.*, 2011; Coustham *et al.*, 2012). The pattern of the H3K27me3 mark at the *PEP1* locus also correlates with changes in *PEP1* mRNA levels in *A. alpina* (Wang *et al.*, 2009). *PEP1* shows a much higher and broader increase of H3K27me3 during the cold than *FLC*, and H3K27me3 levels rapidly decrease at *PEP1* after short vernalization periods (Wang *et al.*, 2009; Angel *et al.*, 2011; Lazaro *et al.*, 2018). Although the proteins regulating histone modifications at the *PEP1* locus are not known, resetting of the epigenetic memory of *FLC* in Arabidopsis is dependent on the presence of TrxG components and the Jumonji C (JmjC) domain-containing demethylases EARLY FLOWERING 6 (ELF6) and RELATIVE OF EARLY FLOWERING 6 (REF6) (Noh *et al.*, 2004; Yun *et al.*, 2011; Crevillen *et al*., 2014). It has been shown that AP2 has the ability to interact with a chromatin remodeling factor HISTONE DEACETYLASE 19 (HDA19) to transcriptionally repress one of its targets (Krogan *et al.*, 2012), but AP2 has never been associated with histone demethylases.

We have recently demonstrated that *PEP1* is stably silenced in the shoot apical meristem of adult plants that commit to flowering during prolonged exposure to cold (Lazaro *et al.*, 2018). In juvenile plants, a similar duration of vernalization fails to initiate flowering even if *PEP1* is silenced during cold (Lazaro *et al.*, 2018). Floral commitment during vernalization is correlated with a higher expression of the floral meristem identity genes, *AaFUL*, *AaLFY*, and *AaAP1*, which are repressed by *PEP2* (Lazaro *et al.*, 2018). This is evident by the precocious up-regulation of *AaFUL*, *AaLFY*, and *AaAP1* mRNA levels in vernalized *pep2-1* plants compared with the wild type (Fig. 4; Supplementary Fig. S4). Although, the link between *PEP2* and *PEP1* resetting is not clear, it seems that the achievement of floral commitment during vernalization is negatively correlated with *PEP1* up-regulation after the return to warm temperatures (Lazaro *et al.*, 2018). In Arabidopsis, AP2 is not known to influence *FLC* transcription. However, *AP2* has been reported to be transcriptionally repressed by FUL, and *FUL*-overexpressing plants show reduced *FLC* expression (Balanzà *et al.*, 2014, 2018). These results suggest that FUL might regulate *FLC* transcription independently or through *AP2*. This might also indicate that in *A. alpina* the role of *PEP2* in *PEP1* expression might implicate other flowering time regulators, genes involved in the age pathway and genes ensuring floral commitment during vernalization. However, since PEP1 also transcriptionally regulates genes in these genetic pathways, feedback mechanisms might also occur (Mateos *et al.*, 2017).

### Conclusion

Our study demonstrates that *PEP2* plays an instrumental role in *A. alpina* controlling the age-dependent response to vernalization and facilitating the activation of *PEP1* after vernalization. As both roles of *PEP2* focus on whether floral commitment has been achieved during vernalization, suggests that they might not be completely independent. Upstream regulators of floral meristem identity genes such as PEP2 might control the response to vernalization of individual meristems and contribute to the complex plant architecture of perennials.

## Supplementary data

Supplementary data are available at *JXB* online.

**Dataset S1.** Transcripts identified as being differentially expressed in *pep2-1* compared with the wild type.

**Dataset S2.** Transcripts identified as being differentially expressed in *pep1-1* compared with the wild type.

**Dataset S3.** Transcripts identified as being differentially expressed in *pep2-1* compared with *pep1-1*.

**Fig. S1.** GO-enriched categories in the RNAseq experiment.

**Fig. S2.** *AP2* activity does not affect *FLC* expression in Arabidopsis.

**Fig. S3.** The expression levels of miR156, *AaSPL5*, and *AaSPL15* do not differ between wild-type and *pep2-1* plants growing in long days.

**Fig. S4.** *PEP2* regulates the age-dependent response of *A. alpina* to vernalization.

**Fig. S5.** *PEP2* controls *AaFUL*, *AaTFL1*, *AaLFY*, and *AaAP1* expression during vernalization in adult plants.

**Table S1.** Primers used for PIPE-cloning of the *PEP2* locus.

**Table S2.** Statistical differences in Supplementary Fig. S2 determined by multiple pairwise comparisons using Benjamini–Hochberg-corrected *P*-values comparing *FLC* mRNA levels between *FRI* and *FRI ap2-7* at different developmental stages.

**Table S3.** Statistical differences in Fig. 6 determined by multiple pairwise comparisons using Benjamini–Hochberg-corrected *P*-values comparing *PEP1* mRNA levels between *pep2-1* and the wild type at different developmental stages.

Supplementary_Dataset_S1

Supplementary_Dataset_S2

Supplementary_Dataset_S3

Supplementary_Figure_S1-S5

Supplementary_Table_S1-S3

## Abbreviations

DAG: days after germination
LD: long day
SD: short day.

How the deposited data were processed for this re-analysis (not part of the article)

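RNA from dissected shoot apices of 3-week-old wild-type (Pajares), *pep1-1* and *pep2-1* plants grown in long days was sequenced in 9 libraries, 3 per genotype. The authors made polyadenylated RNA libraries with a TruSeq kit, read them as 100 bp single-end reads on a HiSeq2500 and mapped them with TopHat at default settings to the *A. alpina* reference genome. The versions of TopHat and CuffDiff, the annotation and the strand of the reads are not given in the sources used here. The deposited table names 30690 genes, of which 19544 have an Arabidopsis ortholog and 19464 a description, and 3989 have no read in any library. The values analysed were the raw reads per gene and library in the deposited table, which are taken as estimated counts since 64 genes have fractional values, and the authors applied no normalization to them as the header names them. The FPKM values per genotype in the deposited table were made by the authors with CuffDiff over the 3 replicates of each genotype. The log2 fold changes in the deposited table are ratios of these FPKM values, made by the authors' CuffDiff run. The p-value and q-value columns of the deposited table come from the authors' CuffDiff tests of the 3 comparisons. A further 18 columns per library of scaled reads and FPKM were not used, because each library entered once, as its reads. Separate sheets of the genes that passed the authors' q-value were not used, since the table of all genes holds the same values.

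Fractional reads were rounded to whole numbers. Genes were kept by filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total 15, smallest group of 3 libraries), which left 21713. TMM factors lay between 0.981 and 1.03, and each library had 12871904 to 23829973 reads in genes and 24417 to 24807 genes with reads. The main test was the quasi-likelihood test of edgeR on 1 model with the 9 libraries, under R 4.3.3, with Benjamini-Hochberg adjustment over the tested genes of each comparison. A gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction, as in the paper's methods, and the 3 comparisons were *pep2-1* with the wild type, *pep1-1* with the wild type and *pep2-1* with *pep1-1*. Levels are given in CPM from library sizes scaled by TMM, as mean and SD over 3 libraries, and plots and principal components of log2 CPM used a pseudocount of 2. The standard errors of log2 fold changes are the size of the fold change over the square root of the quasi-likelihood F. They are thus derived from the test and are least certain for genes with almost no reads in 1 genotype. A fold against a genotype with no read was computed against a floor of 3 reads over its 3 libraries, which covers counting error. Tested on simulated counts with 100 genes changed by a log2 fold change of 1.5 and 100 by 3, the test found 88 and 97 of them in *pep2-1* compared with the wild type, with 11 unchanged genes called. The changed genes were picked at a mean of at least 1 CPM. Each gene was drawn independently, without the differences between replicates that many genes share here, so these numbers need not hold for the real libraries.

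The text names the flowering genes of the paper, up to 8 called genes per comparison and direction with the largest fold changes, and up to 4 called members of each gene list with the smallest adjusted p. The genes chosen by fold change had an Arabidopsis ortholog with a symbol or description, a mean of at least 5 CPM over the 6 libraries compared and libraries of the 2 genotypes that do not overlap. The rule was set before the data were examined, and the paper's supplementary values of the flowering genes had been seen. The 25 lists of Arabidopsis genes, set at the same time and matched through the orthologs in the table, were aliphatic and core glucosinolate synthesis, indolic glucosinolate synthesis, glucosinolate breakdown and transport, glucosinolate MYB regulators, sulfur deficiency, SUMO proteases, floral activators, floral repressors, AP2-like genes targeted by miR172, SPL genes targeted by miR156, floral meristem and organ identity, shoot meristem and boundary, vascular tissue, trichome and stomatal lineage, cell division, gibberellin, photosynthesis, root tissue, evening clock, morning clock, cold and drought, heat shock proteins, jasmonate, salicylic acid, and flavonoid and anthocyanin synthesis. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg adjustment over the 25 lists of a comparison. Overlaps and description terms were tested with Fisher's exact test on 1 side against the tested genes, and terms against the 16494 tested genes with a description. Overlaps were also counted in 20 simulations of 3 unchanged groups, in which no comparison called more than 3 genes.

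The alternatives tried were edgeR with DESeq2 size factors or library size alone, the Wald test of DESeq2 1.42.0, limma-voom with sample quality weights, no filter on low counts, only the 6 libraries compared, each of the 9 libraries left out in turn, the replicate letter as a block, the adjusted p without a fold threshold and the authors' CuffDiff p-values adjusted over the tested genes. A fit without replicates A of the 3 genotypes was added after the data were seen. Wild-type and *pep1-1* libraries with the same letter deviated together from their genotype means (correlation 0.537, 0.330 and 0.234 for A, B and C). Libraries with different letters did so too, wild-type B with *pep1-1* C (0.189) and wild-type C with *pep1-1* B (0.113). The letters may therefore pair these libraries, which neither the data nor the sources establish. Those of *pep2-1* did not deviate together for every letter with either. Camera with the letter as a block, for *pep1-1* and the wild type, was added after the data were seen. For each comparison the 10 splits of its 6 libraries into groups of 3 were fitted. *PEP1* was not analysed here, since 0 genes of the table have *FLC* as their ortholog, and *AaFUL*, *AaAP1* and *AaSPL5* had too few reads for the test.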

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

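The tests of the glucosinolate genes and of the neighbouring genes were chosen after these results were seen.

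Genes outside those the paper discusses changed in *pep2-1* shoot apices, and the 5 given here were picked as members of the preset gene lists, so what they do is no theme of the changed genes. The AP2-like repressor gene *TOE3* was higher than in the wild type by a log2 fold change of 1.19, and the carpel identity gene *CRC* by 1.27, and *CRC* was higher than in *pep1-1* by 1.13. The SUMO protease gene *ELS1* was lower than in the wild type and *pep1-1*, with log2 fold changes of -1.08 and -1.03. Between the mutants the glucosinolate genes *IIL1*, of methionine chain elongation, and *MYB29*, a regulator, were higher in *pep2-1* by 1.23 and 2.21. These 5 genes drew attention because the paper does not discuss their change in these libraries, and each call is lost without some single libraries. The adjusted p in edgeR is then up to 0.0939 for *TOE3* and 0.157 for *CRC* (wild-type replicate B left out), 0.103 for *ELS1* (wild-type replicate B), 0.142 for *IIL1* (*pep1-1* replicate B or C) and 0.148 for *MYB29* (*pep1-1* replicate B).

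A few genes had no read in 1 genotype and at least 10 reads in each library of another, and the paper does not discuss them. AALP_AA8G305100 (chromosome 8, 26108783 to 26109667) had none in the wild type and 6.47 CPM in *pep1-1*, at least 111-fold higher, with 21, 28 and 6 reads in the *pep2-1* libraries. AALP_AA6G206600 (chromosome 6, 19572539 to 19574893) and AALP_AA6G334500 (chromosome 6, 34330743 to 34331179) had none in *pep1-1* and 1.2 and 0.957 CPM in the wild type, at least 16.6-fold and 13.2-fold higher. Neither was among the 9 genes that edgeR called in *pep1-1* over the wild type at a log2 fold change of at least 4 in size. AALP_AA8G305100 was among them (adjusted p = 0.0178 from edgeR). In the *pep2-1* libraries AALP_AA6G206600 had 9, 4 and 18 reads and AALP_AA6G334500 had 4, 0 and 3. AALP_AA2G088600 (chromosome 2, 13291923 to 13295840) had none in *pep2-1*, 10.6 CPM in *pep1-1*, at least 148-fold higher, and 3, 6 and 3 reads in the wild type. The folds are against a floor of 3 reads over the 3 libraries of the genotype without reads, and no cause was tested.

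Aliphatic glucosinolate genes had higher mean levels in *pep2-1* than in both other genotypes, with median log2 fold changes of 1.13 and 1.29 over the wild type and *pep1-1*. edgeR called 0 and 1 of the 24, and camera did not pass with an estimated correlation (adjusted p = 0.525 and 0.358). The same genes also parted replicate A of the wild type and of *pep1-1* from their replicates B and C, as did the vascular tissue genes, by 0.28 and 0.60 in mean log2 CPM. The 10 vascular genes, each of which is among the genes tested in these apices, had positive changes in both comparisons, with medians of 0.42 and 0.55 and adjusted p = 0.00125 and 0.00013 in camera (adjusted p = 0.525 and 0.358 with an estimated correlation). More vascular tissue in the *pep2-1* samples cannot be told apart from other causes, because the vascular median was 0.3697 of the glucosinolate median over the wild type (interval 0.2557 to 0.4811) and 0.4292 over *pep1-1* (interval 0.229 to 0.5411), between the bounds set for excluding and for holding it. Over *pep1-1*, the median change of the photosynthesis genes, which mark green leaf tissue, was -0.0283 of that of the glucosinolate genes (interval -0.104 to 0.106). Compared with the wild-type samples the same ratio was 0.1965, and its interval (0.0826 to 0.240) lies above 0 and reaches past the bound set for excluding more leaf tissue. These intervals, like those of the vascular ratios, resample genes and leave out the spread between libraries. The photosynthesis mean log2 CPM ran from 8.33 to 8.99 in the *pep2-1* libraries and from 8.31 to 8.78 in those of *pep1-1*. More leaf tissue in the *pep2-1* samples therefore cannot be told apart from other causes in either comparison. A difference among libraries that is not genotype stays open, since the 200 other genes furthest along the axis that parts *pep1-1* replicate A from replicates B and C had a median signed log2 fold change of 0.8284 in *pep2-1* over the wild type (interval 0.7346 to 0.9099, 187 in the same direction), against at most 0.0515 in 2000 random lists. The interval resamples genes picked because they move together, and the random lists lack that shared movement. Neither therefore measures the spread between libraries. The glucosinolate change may therefore follow that axis, such as a difference in growth, harvest or tissue among libraries, as well as an effect of *PEP2*, which stays an untested hypothesis. Compared with wild-type replicates B and C alone the same median was 1.194.

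Genes lower in *pep2-1* than in the wild type lay beside each other among the tested genes in 9 pairs (1 of them, AALP_AA6G187400 and AALP_AA6G187700, with 2 untested genes between), among them the TIR-NBS-LRR gene AALP_AA2G163800 with AALP_AA2G163900 and *CRK29* ortholog AALP_AA7G038100 with AALP_AA7G038200. A uniform chance order of the called genes along the chromosomes is argued against by random draws of 143 tested genes, of which 10000 gave at most 7 pairs. The draws were not matched for an Arabidopsis ortholog, which 40.6% of the lower genes have, against 76.3% of the tested genes. Clustering of genes without an ortholog therefore cannot be told apart from other causes of the pairs. A chromosome segment of another background around *PEP2* is argued against too, as genes within 3 Mb of *PEP2* had 0.268 of their share of the tested genes among the lower ones (interval 0.00679 to 1.47, 1 of 143 genes). Reads shared between tandem copies of one gene cannot be told apart from separate changes, because 1 pair (AALP_AA6G187400 and AALP_AA6G187700) has the same ortholog or description and in 8 pairs a gene has no description. Other segments that differ by mutagenesis or crossing were not tested, and could hold part of the 9 pairs.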

How the results depend on the processing

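The fit without replicates A of the 3 genotypes, camera with the replicate block and the list medians under the alternatives were chosen after the data were seen, and the other settings before the data were examined. No called log2 fold change of a named gene changed its sign under a setting run here. The order of counts did. In *pep2-1* over the wild type more genes were higher than lower with limma-voom, the authors' CuffDiff p-values and without replicates A. In *pep1-1* over the wild type more were lower with DESeq2, the replicate block, the CuffDiff p-values and without replicates A. In *pep2-1* over *pep1-1* more were lower without any 1 of 7 libraries, all but wild-type and *pep1-1* replicates A. More genes were called in *pep2-1* over the wild type than over *pep1-1* with limma-voom and without *pep1-1* replicate B or C. Of the values of named genes under the alternatives, 1283 kept their side of the threshold, 182 no longer passed and 16 newly passed. Of the list medians 1315 stayed within the spread between replicates and 35 moved, and 24 of 24 values of the description terms stayed. *AaSOC1* passed the threshold in both mutants under each setting. *AaSMZ* and *AaSPL15* did so in *pep2-1* compared with *pep1-1*, and TMM factors, DESeq2 size factors and library sizes gave counts of called genes within 1.5 times of each other, apart from the glucosinolate genes higher in *pep2-1* than in *pep1-1* (1, 1 and 2).

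The counts of called genes depended on the test. DESeq2 gave 98 genes higher in *pep2-1* than in the wild type, 32 higher and 38 lower in *pep1-1* than in the wild type and 304 higher in *pep2-1* than in *pep1-1*. It gave 8 genes higher and 9 lower in both mutants, 59 higher in both comparisons of *pep2-1*, and 1 and 7 aliphatic glucosinolate genes higher in *pep2-1* than in the wild type and *pep1-1*. limma-voom gave 378 higher and 277 lower in *pep2-1* than in the wild type, 367 higher than in *pep1-1*, 8 and 8 higher and lower in both mutants, 212 higher in both comparisons of *pep2-1*, and 15 and 19 glucosinolate genes. With the authors' CuffDiff p-values the counts were 250 and 224 (*pep2-1* over the wild type), 43 and 74 (*pep1-1* over the wild type) and 526 and 265 (*pep2-1* over *pep1-1*), with 8 and 15 in both mutants, 199 and 151 in both comparisons of *pep2-1*, and 14 and 17 glucosinolate genes. On adjusted p alone, which has no fold threshold and so calls more, the counts were 88 and 242 in *pep2-1* over the wild type, 277 and 268 over *pep1-1*, 8 lower in both mutants, 49 and 164 in both comparisons of *pep2-1*, and 2 glucosinolate genes over *pep1-1*, as with library size alone (2) and with no filter (2). With only the 6 libraries compared, 65 genes were higher in *pep2-1* and 9 lower in *pep1-1* than in the wild type, with 8 glucosinolate genes. The cause was not tested.

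With the letter as a replicate block, 191 genes were higher in *pep2-1* and 30 lower in *pep1-1* than in the wild type, 427 higher and 236 lower in *pep2-1* than in *pep1-1*, 149 higher in both comparisons of *pep2-1*, and 8 and 17 glucosinolate genes. The correlation of same-letter deviations was 0.415, 0.286 and 0.00125 (A, B and C) for *pep2-1* and the wild type. For *pep2-1* and *pep1-1* it was 0.273, 0.0485 and -0.00473. Since not every letter deviated together, the letters were not taken to pair *pep2-1* with the others. With 3 libraries per genotype these values cannot exclude a pairing. Of the 9 libraries, 5 correlated best with their own letter in both other genotypes. For *pep1-1* and the wild type, whose letters may pair, the replicate block moved the count of higher genes from 18 to 27 and that of lower genes from 17 to 30. The block moved the sum of calls from 35 to 57 and the genes higher in both mutants from 5 to 7. It also moved camera or calls within lists for the AP2-like, sulfur, morning clock and cold lists, and changed no other call of a list or of a named gene in *pep1-1* over the wild type. Without replicates A the counts were 319 and 222 (*pep2-1* over the wild type), 34 lower (*pep1-1* over the wild type), 489 and 234 (*pep2-1* over *pep1-1*), 238 higher in both comparisons of *pep2-1*, and 17 and 19 glucosinolate genes.

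Leaving out each library in turn gave 7 (wild-type C) to 145 (wild-type A) higher and 61 (wild-type B) to 165 (wild-type A) lower in *pep2-1* over the wild type, 9 to 17 higher and 5 to 15 lower in *pep1-1* over the wild type, and 21 (*pep1-1* B) to 379 (*pep1-1* A) higher and 70 to 175 lower in *pep2-1* over *pep1-1*. The genes in both mutants ranged from 3 to 5 higher and 2 to 4 lower, those in both comparisons of *pep2-1* from 2 to 75 higher and 49 to 100 lower, and the glucosinolate genes from 0 to 10 and 0 to 20. limma on the authors' FPKM per replicate, with either pseudocount, was not run, since each library's columns were used once, as reads. Depth limits what can be said of genes with few reads, such as *AaFUL* and *AaSPL5*.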

Differences from the paper's values

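At the thresholds the paper states, edgeR called fewer genes than the paper gives. The paper's count of genes higher in *pep2-1* than in the wild type is 253, against 38 here, and of the alternatives set before the data were examined limma-voom (378), the replicate block (191) and the authors' CuffDiff p-values over the tested genes (250) come within 1.5 times of it, and the others do not. For genes lower in *pep2-1* the paper's count is 223 and the value here 143, with library size alone (160), DESeq2 (189), limma-voom (277), the replicate block (208), adjusted p alone (242), the CuffDiff p-values (224) and the fit without wild-type replicate A (165) within that range and the others outside. For *pep1-1* compared with the wild type the paper's counts are 47 higher and 98 lower, against 18 and 17 here. DESeq2 (32) and the CuffDiff p-values (43) come within range for the first and the CuffDiff p-values alone (74) for the second. For *pep2-1* compared with *pep1-1* the paper's counts are 504 higher and 251 lower, against 149 and 141 here. limma-voom (367 and 201), the replicate block (427 and 236), the CuffDiff p-values (526 and 265) and the fit without *pep1-1* replicate A (379 and 175) come within range for both, DESeq2 (178) and adjusted p alone (268) for the second, and the others for neither.

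The paper's supplementary datasets share 8 genes higher and 18 lower in both mutants than in the wild type, against 5 and 5 here. For the higher genes DESeq2 (8), limma-voom (8), no filter (6), the replicate block (7), adjusted p alone (7) and the CuffDiff p-values (8) come within range, for the lower genes the CuffDiff p-values (15), and the others do not. They share 198 genes higher in both comparisons of *pep2-1*, against 19 here, and limma-voom (212), the replicate block (149) and the CuffDiff p-values (199) come within range, where the others do not. Without replicates A, a setting chosen after seeing the values, 319 and 222 genes were called in *pep2-1* over the wild type, 489 and 234 over *pep1-1* and 238 higher in both, and this setting drops 65 of the 253, 70 of the 223, 157 of the 504 and 79 of the 251 genes of the paper's datasets. Of the genes in the paper's datasets, 35 of 253 and 122 of 223 were also called here for *pep2-1* over the wild type, 15 of 47 and 13 of 98 for *pep1-1* over the wild type, and 139 of 504 and 127 of 251 for *pep2-1* over *pep1-1*. Their fold changes were close to the authors', with median differences on the log2 scale from -0.008 to 0.021 per group. Of those tested here, 62.9% to 88.2% per group had libraries of the genotypes compared that do not overlap. They were picked by the authors' test on the same libraries.

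The paper reports glucosinolate genes among those higher in *pep2-1*, and edgeR here called 0 of 24 aliphatic and core genes over the wild type (21 at an unadjusted p under 0.05) and 1 over *pep1-1*. Their medians, 1.13 and 1.29, have the direction the paper states, and DESeq2 (1 and 7), limma-voom (15 and 19) and the CuffDiff p-values (14 and 17) call some. The paper lists *AaTFL1* as lower in *pep2-1* than in *pep1-1*, where edgeR gave -1.01 with an adjusted p of 0.0698. DESeq2, limma-voom, the CuffDiff p-values and edgeR without wild-type replicate A or *pep1-1* replicate A call it, as does the fit without replicates A, chosen after seeing the values. *AaZCE1* is lower in *pep2-1* in the paper, where edgeR gave -2.23 over the wild type with an adjusted p of 0.125, and limma-voom and the CuffDiff p-values call it. The paper shows *AaSMZ* and *AaAGL19* as changed in *pep2-1* over the wild type, and here both pass on adjusted p and not on the fold, with 0.95 and -0.92. With single libraries left out, their adjusted p from edgeR reached 0.108 and 0.0523. *AaSMZ* is called by limma-voom and without wild-type replicate A, both genes on adjusted p alone, and both without replicates A, chosen after seeing the values. In Fig. 1 the bars of these genes end at about 0.9 and about -0.9, read by eye, and so under 1 in size as well.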

Other observations

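The tests of the splits were set before the results were seen.

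Clock genes differed between replicate A and replicates B and C of each genotype by more than their median change between genotypes. In replicate A the mean log2 CPM of 11 evening clock genes lay above that of replicates B and C by 0.68 in the wild type and 0.67 in *pep1-1* and by -0.64 in *pep2-1*, and that of 9 morning clock genes by -0.58, -0.71 and 0.89. The evening genes had median log2 fold changes of 0.29 in *pep2-1* over the wild type, 0.12 in *pep1-1* over the wild type and 0.20 in *pep2-1* over *pep1-1*, and the morning genes -0.39, -0.30 and -0.06. edgeR called 0 clock genes in any comparison, with 0 at an unadjusted p under 0.05 and 0 by DESeq2 or limma-voom. Of 10 morning clock genes, tested here or not, the authors' CuffDiff test called 1 higher and 2 lower in *pep2-1* over the wild type. It called 2 higher in *pep2-1* over *pep1-1*. With the letter as a replicate block, added after the data were seen, camera gave adjusted p = 0.0427 for lower morning genes in *pep1-1* over the wild type (0.46 without the block, 0.607 with the block and an estimated correlation). The hour of harvest of each library is not given in the sources used here.

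edgeR called 0 genes of the stress, defense hormone, flavonoid and root lists in any comparison. In *pep2-1* over the wild type, *pep1-1* over the wild type and *pep2-1* over *pep1-1*, the medians were -0.00, -0.03 and -0.03 for 6 cold and drought genes, 0.11, -0.22 and 0.43 for 4 heat shock genes, 0.07, 0.04 and 0.09 for 10 jasmonate genes, 0.12, -0.11 and 0.23 for 12 salicylic acid genes, 0.22, -0.14 and 0.31 for 9 flavonoid genes and 0.27, -0.25 and 0.48 for 7 root genes. In the same order, 0, 0 and 0 (cold), 1, 0 and 2 (heat), 1, 2 and 0 (jasmonate), 3, 1 and 3 (salicylic acid), 0, 1 and 2 (flavonoid) and 0, 3 and 4 (root) genes had an unadjusted p under 0.05. When adjusted over the list alone, 1 heat shock gene in each comparison of *pep2-1*, 1 salicylic acid gene and 2 root genes over *pep1-1* passed, and in *pep1-1* over the wild type the cold and drought gene *GolS2*, lower and named after its values were seen, passed with the replicate block alone. DESeq2 called 1 heat shock gene over *pep1-1*, and limma-voom called 1 heat shock gene in each comparison of *pep2-1* and 2 flavonoid genes over the wild type.

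Of the 143 genes lower in *pep2-1* than in the wild type, 58 (40.6%) have an Arabidopsis ortholog, against 76.3% of the tested genes. Among 10000 random lists of tested genes with like mean levels, the median share was 60.1% and the lowest 40.6%, which 1 list had. For genes lower in *pep2-1* than in *pep1-1* the share was 42.6% (lowest random list 48.2%). Genes higher in *pep2-1* had 65.8% over the wild type and 70.5% over *pep1-1* (random medians 63.2% and 65.8%). In *pep1-1* over the wild type the shares were 44.4% of the higher and 41.2% of the lower genes, within the range of their random lists. A log2 fold change of at least 4 in either direction was found for 9 of the 35 genes called in *pep1-1* over the wild type, 4 of the 181 in *pep2-1* over the wild type and 9 of the 290 in *pep2-1* over *pep1-1*. For 6, 4 and 7 of these, 1 of the genotypes compared had at most 10 reads over its 3 libraries, so the size of the fold rests on few reads.

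The real split of the libraries called 181 genes for *pep2-1* and the wild type, 35 for *pep1-1* and the wild type and 290 for the mutants, and the highest of the other splits 0, 2 and 0. In each comparison 1 of 10 splits, the real one, gave as many, and 10 splits are too few for a share under 0.05.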
